# Macrophages take up VLDL-sized emulsion particles through caveolae-mediated endocytosis and excrete part of the internalized triglycerides as fatty acids

**DOI:** 10.1371/journal.pbio.3001516

**Published:** 2022-08-26

**Authors:** Lei Deng, Frank Vrieling, Rinke Stienstra, Guido J. Hooiveld, Anouk L. Feitsma, Sander Kersten

## Abstract

Triglycerides are carried in the bloodstream as part of very low-density lipoproteins (VLDLs) and chylomicrons, which represent the triglyceride-rich lipoproteins. Triglyceride-rich lipoproteins and their remnants contribute to atherosclerosis, possibly by carrying remnant cholesterol and/or by exerting a proinflammatory effect on macrophages. Nevertheless, little is known about how macrophages process triglyceride-rich lipoproteins. Here, using VLDL-sized triglyceride-rich emulsion particles, we aimed to study the mechanism by which VLDL triglycerides are taken up, processed, and stored in macrophages. Our results show that macrophage uptake of VLDL-sized emulsion particles is dependent on lipoprotein lipase (LPL) and requires the lipoprotein-binding C-terminal domain but not the catalytic N-terminal domain of LPL. Subsequent internalization of VLDL-sized emulsion particles by macrophages is carried out by caveolae-mediated endocytosis, followed by triglyceride hydrolysis catalyzed by lysosomal acid lipase. It is shown that STARD3 is required for the transfer of lysosomal fatty acids to the ER for subsequent storage as triglycerides, while NPC1 likely is involved in promoting the extracellular efflux of fatty acids from lysosomes. Our data provide novel insights into how macrophages process VLDL triglycerides and suggest that macrophages have the remarkable capacity to excrete part of the internalized triglycerides as fatty acids.

## Abstract 2

How do macrophages take up and process very low density lipoprotein (VLDL) particles? This study reveals that endocytic uptake of VLDLs depends on lipoprotein lipase and caveolae; internalized VLDLs are then processed by lysosomes, and the lipids are hydrolyzed and translocated to the ER for storage as triglycerides.

## Introduction

Lipids are essential for all cells, either as structural components, signaling molecules, or fuel source. Lipids are transported through the bloodstream as part of lipoproteins. Whereas cholesterol is mainly carried in high-density and low-density lipoproteins, triglycerides (TG) are predominantly transported by chylomicrons and very low-density lipoproteins (VLDL). Chylomicrons have a diameter of 75 to 600 nm, carry dietary TG, and are produced by enterocytes [1]. Conversely, VLDL have an average diameter of 30 to 80 nm, carry TG that are produced endogenously, and are synthesized in the liver [2]. In the fasted state, TG are present in the blood almost entirely as part of VLDL and its remnant lipoproteins.

Macrophages are innate immune cells that form the frontline in the host’s defense against pathogens. They are specialized in the detection, phagocytosis, and destruction of bacteria and other harmful organisms. In addition, macrophages can present antigens and regulate inflammation by releasing cytokines. Besides phagocytizing and neutralizing pathogens, macrophages can also scavenge lipids, which after uptake can be stored in specialized organelles called lipid droplets. How macrophages scavenge VLDL and chylomicrons, and how the associated lipids are internalized and processed has not been well characterized.

Lipid uptake and storage in macrophages have primarily been investigated in the context of atherosclerosis [3]. Macrophages take up oxidized LDL, which is considered a key event in the pathogenesis of atherosclerotic lesions [4]. In the past decades, evidence has been accumulating that apart from LDL particles, TG-rich lipoproteins (TRL) and their remnants also contribute to atherosclerosis [5], possibly by carrying remnant cholesterol and/or by exerting a proinflammatory effect on macrophages [6]. Consistent with their purported roles in atherosclerosis, VLDL and VLDL remnants can be taken up and retained in the intima, where they can interact with macrophages [7].

The uptake of oxidized LDL and cholesterol by macrophages is mediated by a group of structurally unrelated molecular pattern recognition receptors referred to as scavenger receptors, including SCARB1, CD36, and MSR1 [8]. However, in contrast to the uptake of oxidized LDL, little is known about how macrophages take up and process VLDL particles. It has been shown that the uptake of VLDL-TG in cultured macrophages is promoted by lipoprotein lipase (LPL) [9]. Besides via its lipolytic function, LPL may enhance lipid uptake by functioning as a molecular bridge between VLDL and lipoprotein receptors and/or heparan sulfate proteoglycans [10,11]. Other steps in the uptake of VLDL-TG by macrophages remain poorly defined.

Endocytosis describes the transport of extracellular substances or particles into cells and is tightly related to the biological function of macrophages. The endocytosis pathway can be classified into several types: clathrin-dependent endocytosis, clathrin-independent endocytosis, pinocytosis, and phagocytosis [12]. The importance of clathrin-mediated endocytosis in the cellular uptake of lipids is well established. Indeed, the cellular uptake of LDL is mediated by the binding of LDL to the LDL receptor, followed by the formation of clathrin-coated pits and subsequent delivery of the lipid cargo to the lysosomes [13]. Receptor-mediated endocytosis also mediates the uptake of native or modified LDL and remnant lipoproteins in macrophages as a key step in the pathogenesis of atherosclerosis [14]. In hepatocytes, receptor-mediated endocytosis is required for the uptake of VLDL and chylomicron remnants [15]. Whether endocytosis contributes to the uptake of VLDL-TG by macrophages is unclear.

After uptake by cells, LDL is degraded in lysosomes, releasing free cholesterol. The cholesterol binds to Niemann–Pick type C2 (NPC2) before being shuttled out of the lysosome via NPC1 [16–18]. Part of the cholesterol transported via this pathway may go to the plasma membrane, while another portion may go to the endoplasmic reticulum (ER). The lysosomal membrane protein STARD3 transports the cholesterol directly from the lysosome to the ER by interacting with vesicle-associated membrane protein-associated protein (VAP)A/B on the ER membrane [19]. Interestingly, STARD3 also promotes the reverse transport of cholesterol from the ER to the lysosome [14], as well as the transfer of cholesterol from the lysosome to mitochondria [20]. While there is thus substantial insight into how cholesterol is processed, transported, and stored in macrophages, our mechanistic understanding of the processing of VLDL-TG in macrophages is very limited.

Considering the growing recognition of the importance of TRL and their remnants in atherosclerosis [5], here, using VLDL-sized TG-rich emulsion particles, we aimed to study the mechanism by which VLDL-TG are taken up and processed in macrophages.

## Results

### VLDL-sized lipid emulsion particles are taken up by macrophages

Using a microfluidizer, TG-rich emulsion particles were prepared with a mean diameter of 60 nm, referred to as VLDL-sized emulsion particles (Fig 1A) [2]. Treatment of human primary macrophages with these particles for 6 hours led to marked lipid accumulation, as visualized using BODIPY 493/503 staining (Fig 1B) and quantified using flow cytometry (Fig 1C). Treatment with VLDL-sized emulsion particles also significantly increased the expression of lipid-sensitive genes as measured by real-time qPCR (Fig 1D). 

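RNAseq was performed on RAW264.7 cells, a mouse macrophage-like cell line, in 3 groups with 3 libraries each: control cells, cells treated for 6 hours with 1 mM VLDL-sized emulsion particles and cells treated for 6 hours with 1 mM chylomicron-sized (CHYL-sized) emulsion particles. The methods and the sample labels give 1 mM for the CHYL-sized particles, whereas the legend of S11 Fig gives 0.5 mM. According to the methods, the samples of each condition from 1 experiment were pooled, so each library represents 1 pool. The authors mapped the reads with Salmon to the GENCODE transcripts of the mouse assembly GRCm38 and deposited an estimated count for each of 54432 genes, a value that need not be a whole number. The total of the estimated counts lay between 22617191 and 22856792 for the control libraries (median 22629998), between 22393893 and 22815932 for the VLDL-sized libraries (median 22633676) and between 22482786 and 22703800 for the CHYL-sized libraries (median 22614340), so that depth was nearly equal. The methods state that the counts were scaled by transcript length and library size. Of the deposited values above 10, 58.3% were whole numbers, so the table was treated as unscaled and that scaling was not repeated here. The steps after it followed the methods. The 12637 genes with more than 10 counts in at least 3 of the 9 libraries were kept, normalized by the trimmed mean of M-values (TMM), transformed to log2 counts-per-million (cpm) with precision weights (voom) and fitted with limma in a single model of all 9 libraries, with Benjamini-Hochberg adjustment over the genes tested. The log2 fold change against control corresponds to the signal log ratio (SLR) of the heatmaps. Gene coordinates are those of GRCm38 in the GENCODE release before the one the authors used. The 3 libraries of replicate 3 differed from those of replicates 1 and 2 in every group, and no pair of libraries was close enough to be a duplicate.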

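Compared with control, 4500 of the 12637 genes had an adjusted p under 0.05 after VLDL-sized emulsion particles (limma-voom with Benjamini-Hochberg adjustment), of which 2244 were higher and 2256 lower. After CHYL-sized emulsion particles 3249 genes passed, 1610 higher and 1639 lower. With library size as the only normalization, the alternative that changed the balance most, 4819 genes passed after VLDL-sized particles with 1507 higher and 3312 lower (31.3% higher in place of 49.9%), and 3582 genes after CHYL-sized particles with 29.8% higher; this setting also moved the median log2 fold change of all genes to -0.0935 and -0.0788. For VLDL-sized particles 48.5% of the genes that passed were higher with upper-quartile normalization and 50.9% with DESeq2. The libraries of the 2 groups did not overlap for 47.4% of the genes in the VLDL-sized comparison and for 41.7% in the CHYL-sized comparison, against 10% by chance. Passing in at least one of the 3 comparisons were 4681 genes. Between the 2 particles no gene had an adjusted p under 0.05, while 813 had an unadjusted p under 0.05 against 632 by chance. With the replicate number as a block, 147 genes passed, and with DESeq2 24. Of the genes that passed for VLDL-sized particles, 3068 also passed for CHYL-sized particles, all in the same direction. The 2 effects correlated across genes, which are not independent replicates, with Pearson's r of 0.89 and Spearman's rho of 0.88, whereas unchanged groups simulated against the same controls gave a mean Pearson's r of 0.50. Among genes with at least 50 counts in the higher group and no overlap between groups, *Gsta3* (ENSMUSG00000025934, chromosome 1 from 21240589 to 21265661) had the largest fitted log2 fold change after VLDL-sized particles, 6.27 (standard error 0.43, adjusted p = 2.5e-06). It rose from 0.142 ± 0.0664 cpm in control to 11.9 ± 1.68 cpm (SD, n = 3). *Gsta3* belongs to a family of similar glutathione transferase genes, between which reads could be split. *Hmox1* (ENSMUSG00000005413, chromosome 8 from 75093621 to 75100589) rose from 263 ± 66.2 to 7114 ± 683 cpm, a log2 fold change of 4.78 (standard error 0.18, adjusted p = 3.9e-08), and *Nqo1* had a log2 fold change of 5.03. *Il1f9* and *Fosl1* had at most 3 counts in the control libraries, so their rises were at least 20.2-fold and at least 19.7-fold. Their rank against *Gsta3* is therefore open. The largest falls by the same rule were those of *Ccl7*, *Scd2*, *Scd1*, *Elavl4* and *Maf*. *Scd2* fell from 1282 ± 73.9 to 143 ± 14.1 cpm, a log2 fold change of -3.16 (standard error 0.10, adjusted p = 1.4e-08); *Scd1* is a close paralog of *Scd2*. After CHYL-sized particles *Gsta3*, *Fosl1*, *Nqo1*, *Hmox1* and *Slc7a11* rose most and *Scd1*, *Scd2*, *Elavl4*, *Bahcc1* and *Maf* fell most.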

Heatmaps (Fig 1E) and volcano plots (Fig 1F) based on RNAseq analysis clearly showed the marked effect of the lipid emulsion particles on gene expression in macrophages. 

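In a list of 21 cholesterol biosynthesis genes that was fixed before the data were examined, from general knowledge rather than from GO, 20 genes were tested and all 20 were lower after VLDL-sized emulsion particles, each with an adjusted p under 0.05 (limma-voom with Benjamini-Hochberg adjustment) and also adjusted over the list alone. The median log2 fold change was -1.22 (camera with a preset inter-gene correlation, adjusted over 10 lists, p = 1.9e-15). This held with fry (p = 1.2e-05) and with an estimated inter-gene correlation (p = 0.046). Of these 20 genes, 7 are also shown in the heatmaps, which were chosen on these libraries. *Hmgcs1* (ENSMUSG00000093930, chromosome 13 from 119690379 to 119708260) had 303 ± 30.5 cpm in control (SD, n = 3) and 65.2 ± 11.1 cpm after VLDL-sized particles, a log2 fold change of -2.23 (standard error 0.15, adjusted p = 2.7e-06). *Sqle* fell from 381 ± 51.2 to 140.0 ± 12.1 cpm with a log2 fold change of -1.44 (standard error 0.11, adjusted p = 7.0e-06). *Insig1* (ENSMUSG00000045294, chromosome 5 from 28071363 to 28078662) had a log2 fold change of -2.14 (standard error 0.06, adjusted p = 5.6e-09) and *Srebf1* of -1.37 (standard error 0.07, adjusted p = 2.7e-07). *G6pdx*, the only gene of the cholesterol heatmap that rose, had a log2 fold change of 1.07 (standard error 0.05, adjusted p = 1.9e-07). All 10 genes of Fig 1G passed the limits of its legend, which is not independent evidence because the genes were chosen on these libraries. CHYL-sized particles gave a median of -1.19 over the same list, with 20 of 20 genes lower.

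**Figure D1:**
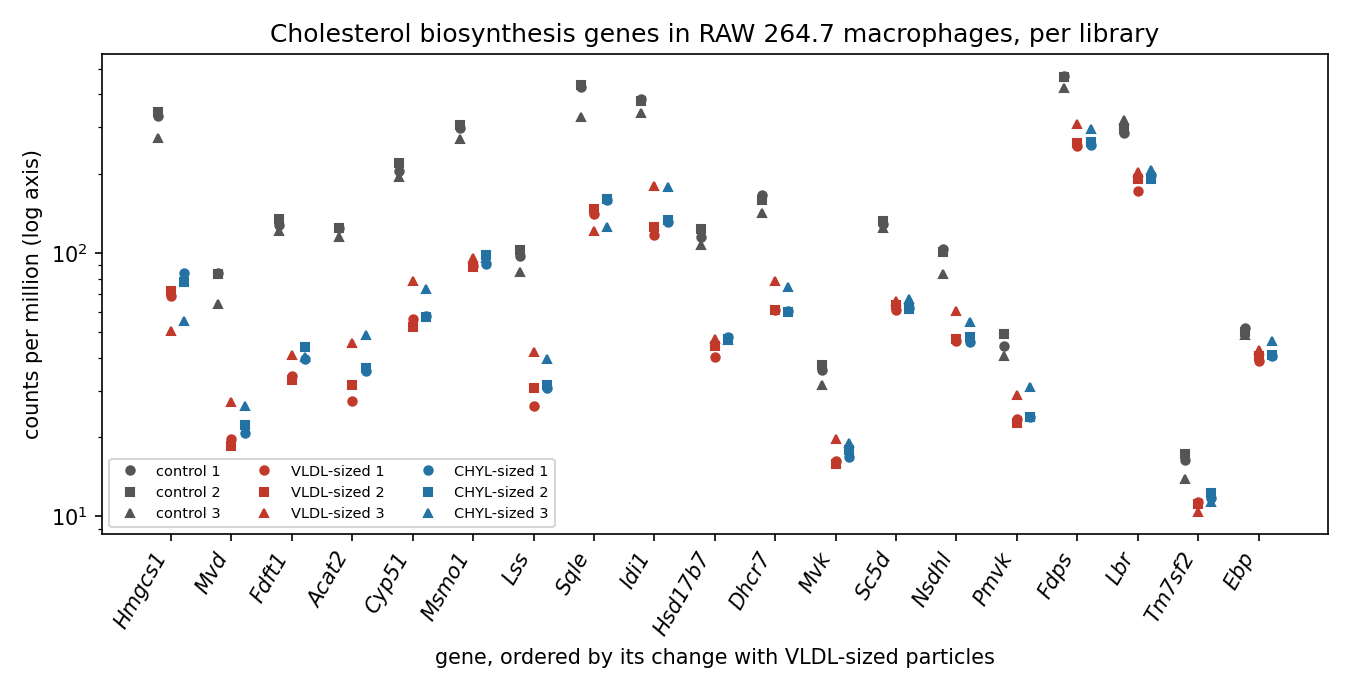
Cpm (log axis) of 19 of the 20 cholesterol biosynthesis genes tested, 1 marker per library: grey for control, red for VLDL-sized and blue for CHYL-sized particles, with marker shape giving the replicate number. Cpm in the figure is relative to the total of the counts, without TMM factors. On this scale the control libraries had 275 to 343 cpm of *Hmgcs1*, at the left, and the VLDL-sized libraries 50.6 to 72.0 cpm.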

Interestingly, VLDL-sized emulsion particles reduced the expression of cholesterol biosynthesis genes (GO:0006695), which is consistent with the suppressive effect of unsaturated fatty acids on genes involved in cholesterol synthesis, illustrating the significant impact of the lipid emulsion particles on lipid metabolism in macrophages (Fig 1G) [21,22]. In agreement with previous studies [6,23–25], VLDL-sized emulsion particles also modulated genes involved in the ER stress response (GO:0034976) (Fig 1H) and the inflammatory response (GO:0006954) (Fig 1I).

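The 14 genes of Fig 1H were all tested and all changed in the direction shown, 11 higher and 3 lower; 14 had an adjusted p under 0.05 (limma-voom with Benjamini-Hochberg adjustment) and 10 passed the limits of the legend. The genes were chosen on these libraries, so this recount is not independent evidence. *Ddit3* (ENSMUSG00000025408, chromosome 10 from 127290774 to 127296288), which encodes CHOP, rose from 5.38 ± 1.53 to 18.9 ± 1.61 cpm (SD, n = 3), a log2 fold change of 1.85 (standard error 0.19, adjusted p = 4.1e-05); a further annotated copy of *Ddit3* had no count in any library. *Trib3* had a log2 fold change of 1.76 (standard error 0.26, adjusted p = 4.1e-04) and *Chac1* of 1.88 (standard error 0.39, adjusted p = 0.0035). *Atf3* rose from 143 ± 63.3 to 420.4 ± 60.3 cpm, and *Atf4* by a log2 fold change of 0.99 (standard error 0.21, adjusted p = 0.0043). *Rnf183* had the largest log2 fold change of the panel, 2.96 (standard error 0.28, adjusted p = 2.3e-05). *Aqp11*, at a mean of 0.678 cpm in control, fell by a log2 fold change of -0.86 (standard error 0.29, adjusted p = 0.039) and lost this call in each fit that left out a library of these 2 groups, with limma-trend, without the filter and with DESeq2 (adjusted p = 0.19). Over a list of 19 targets of ATF4 and CHOP fixed before the data were examined, of which 8 are in the heatmaps, the median log2 fold change was 0.99, with 18 of 19 genes higher (camera p = 1.8e-09, fry p = 0.0019, estimated correlation p = 0.18). The chaperones of the ATF6 and XBP1 branches changed much less: the median over 20 genes was 0.10 with 6 genes called, and 0.01 with library size as the only normalization, where the median of all genes was -0.0935. *Hspa5*, encoding the chaperone BiP, had a log2 fold change of 0.17 (adjusted p = 0.0496); over the alternatives its adjusted p ranged from 0.0012 to 0.41, so its call depended on the setting.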

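Of the 41 genes of Fig 1I, 39 passed the filter on low counts and all 39 changed in the direction shown, 20 higher and 19 lower; 37 had an adjusted p under 0.05 (limma-voom with Benjamini-Hochberg adjustment) and 33 passed the limits of the legend. *Hdac7* and *Mecom* were left out by the filter, with at most 13 and 21 counts in any library. *Ccl2* (ENSMUSG00000035385, chromosome 11 from 82035571 to 82037453) fell from 151 ± 37.7 to 41.3 ± 0.657 cpm (SD, n = 3), a log2 fold change of -1.84 (standard error 0.15, adjusted p = 7.7e-06), and its neighbour *Ccl7* fell by a log2 fold change of -3.23 (standard error 0.47, adjusted p = 4.1e-04). *Ptgs2* rose from 13.2 ± 3.08 to 30.3 ± 2.47 cpm with a log2 fold change of 1.22 (standard error 0.14, adjusted p = 9.8e-05). *Cxcl2* was variable, with 2.03 ± 1.93 cpm in control and 4.46 ± 2.20 cpm after VLDL-sized particles, and its log2 fold change of 1.45 (standard error 0.56, adjusted p = 0.068) did not pass in the model without a replicate block; with the block it passed (1.20, adjusted p = 0.0023). Without replicate 3 of control the log2 fold change of *Cxcl2* was 2.17 and passed (adjusted p = 0.014). It was 0.92 without control replicate 2, 1.07 without VLDL-sized replicate 3 and 1.24 without control replicate 1. Without VLDL-sized replicate 1 or 2 it was 1.61 or 1.66. None of these fits passed. *Notch1* also did not pass, at -1.27 (standard error 0.68, adjusted p = 0.17). Its value depended on single libraries: it was -0.25 without VLDL-sized replicate 3 and -1.81 without VLDL-sized replicate 1. *Cxcl10* fell by a log2 fold change of -1.26 (standard error 0.33, adjusted p = 0.013), a call lost without VLDL-sized replicate 1 (adjusted p = 0.06), and *Cd6* and *Epha2*, at low counts, passed with an adjusted p of 0.029 and 0.045, but each lost this call in 7 of the 14 alternatives set beforehand that gave a value (adjusted p up to 0.19 and 0.13). The direction of change therefore differed between the inflammatory genes of Fig 1I, with the CC chemokine genes *Ccl2* and *Ccl7* among those that fell. The paper describes the changes of both panels as a modulation of the ER stress response and the inflammatory response and notes earlier studies with the same observation.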

**Fig 1:**
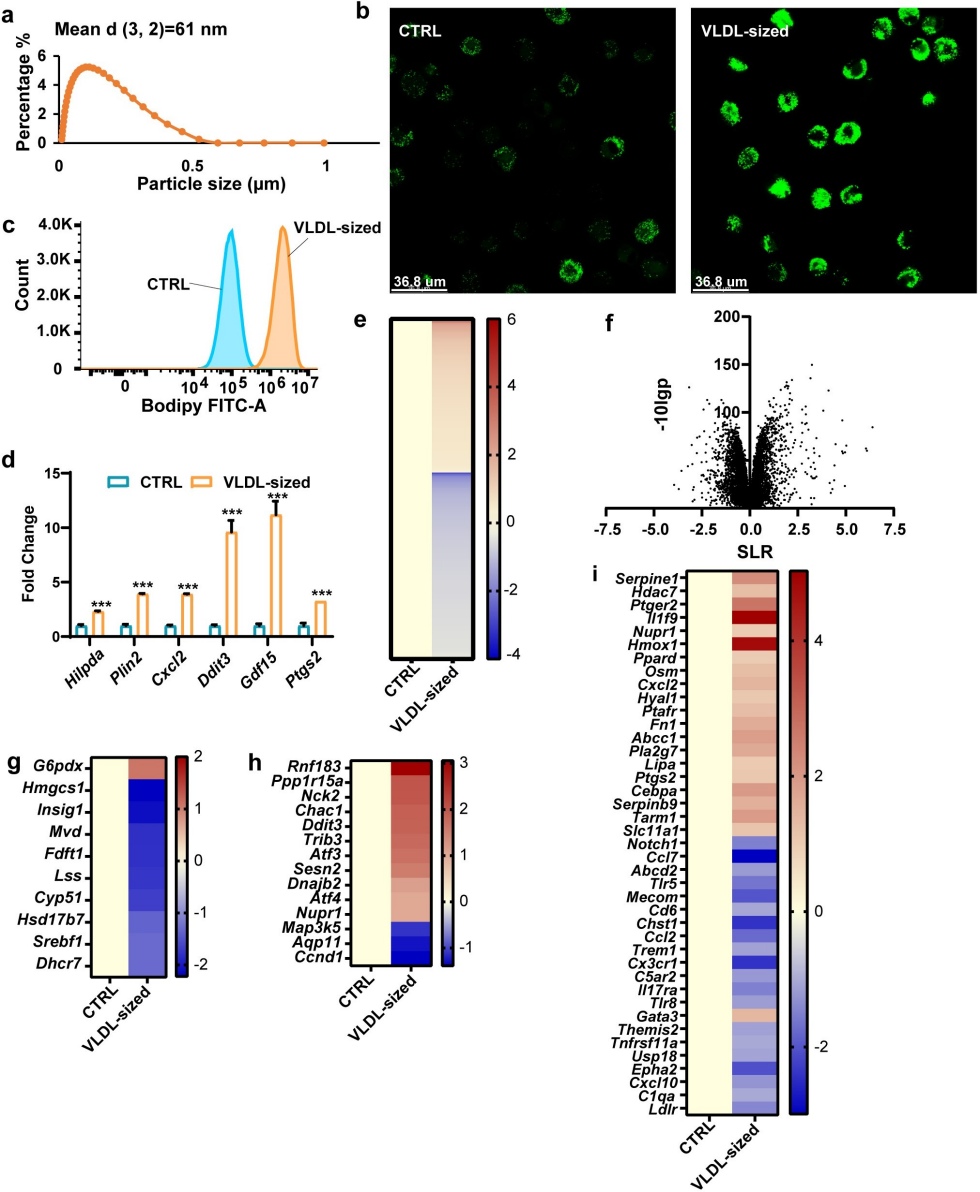
VLDL-sized emulsion particles promote lipid accumulation in cultured macrophages. (a) The particle size distribution of VLDL-sized emulsion particles as determined by mastersizer 3000. (b) BODIPY 493/503 staining of intracellular neutral lipids in human primary macrophages treated with 0.5 mM VLDL-sized emulsion particles (referred to as VLDL-sized) for 6 hours (*n* = 6). (c) Mean fluoresce intensity (FITC-A) measured by flow cytometry of mouse RAW 264.7 macrophages treated with 1 mM VLDL-sized emulsion particles for 6 hours (*n* = 3). (d) mRNA expression of lipotoxic marker genes. (e) Heatmap and (f) volcano plot of RNAseq data of RAW 264.7 macrophages treated with VLDL-sized emulsion particles using all genes with q value less than 0.05 for any comparison. Heatmaps plotted with differentially expressed genes (*p* < 0.01, SLR > 1) involved in cholesterol synthesis (g), the ER stress response (h), and the inflammatory response (i). Bar graphs were plotted as mean ± SD. Scale bar depicts SLR. Data were analysed statistically using Student *t* test; *P < 0.05, **P < 0.01, ***P < 0.001, ***P < 0.0001. (The raw data of RNA-sequencing are available under accession number GSE203250. The FACS data are available under repository ID FR-FCM-Z5K3. Other data can be found in “S1 Raw Data”.) ER, endoplasmic reticulum; SLR, signal log ratio; VLDL, very low-density lipoprotein.

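By the limits of this legend, an unadjusted p under 0.01 and an absolute SLR over 1 (limma-voom), 560 of the 12637 genes passed after VLDL-sized particles, 279 higher and 281 lower, and 367 after CHYL-sized particles, 213 higher and 154 lower. With library size as the only normalization, 591 genes passed after VLDL-sized particles, 235 higher and 356 lower. With TMM normalization, of the 80 different genes of Fig 1G, 1H, 1I and Fig 6A, 76 were tested, 76 changed in the direction shown and 64 passed both limits after VLDL-sized particles, while 42 did after CHYL-sized particles. The paper chose these genes by the same limits after VLDL-sized particles, so the lower CHYL-sized count cannot compare the particles. Of the 76 genes, 73 had an adjusted p under 0.05 over all genes tested and 74 adjusted over the list alone; because the study chose the genes on these libraries, the second count is not independent evidence.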

### LPL is required for the uptake of VLDL-sized emulsion particles by macrophages

To determine whether LPL is required for the uptake of VLDL-sized emulsion particles by macrophages, we treated RAW 264.7 macrophages with heparin, which decreases surface LPL abundance by either releasing LPL from the cell surface or promoting internalization and degradation of LPL [26]. As expected, treatment with heparin markedly reduced macrophage LPL content (Fig 2A). Consistent with a role of LPL in the uptake of VLDL-sized emulsion particles, heparin reduced lipid accumulation in macrophages treated with the emulsion particles (Fig 2B and 2C).

**Fig 2:**
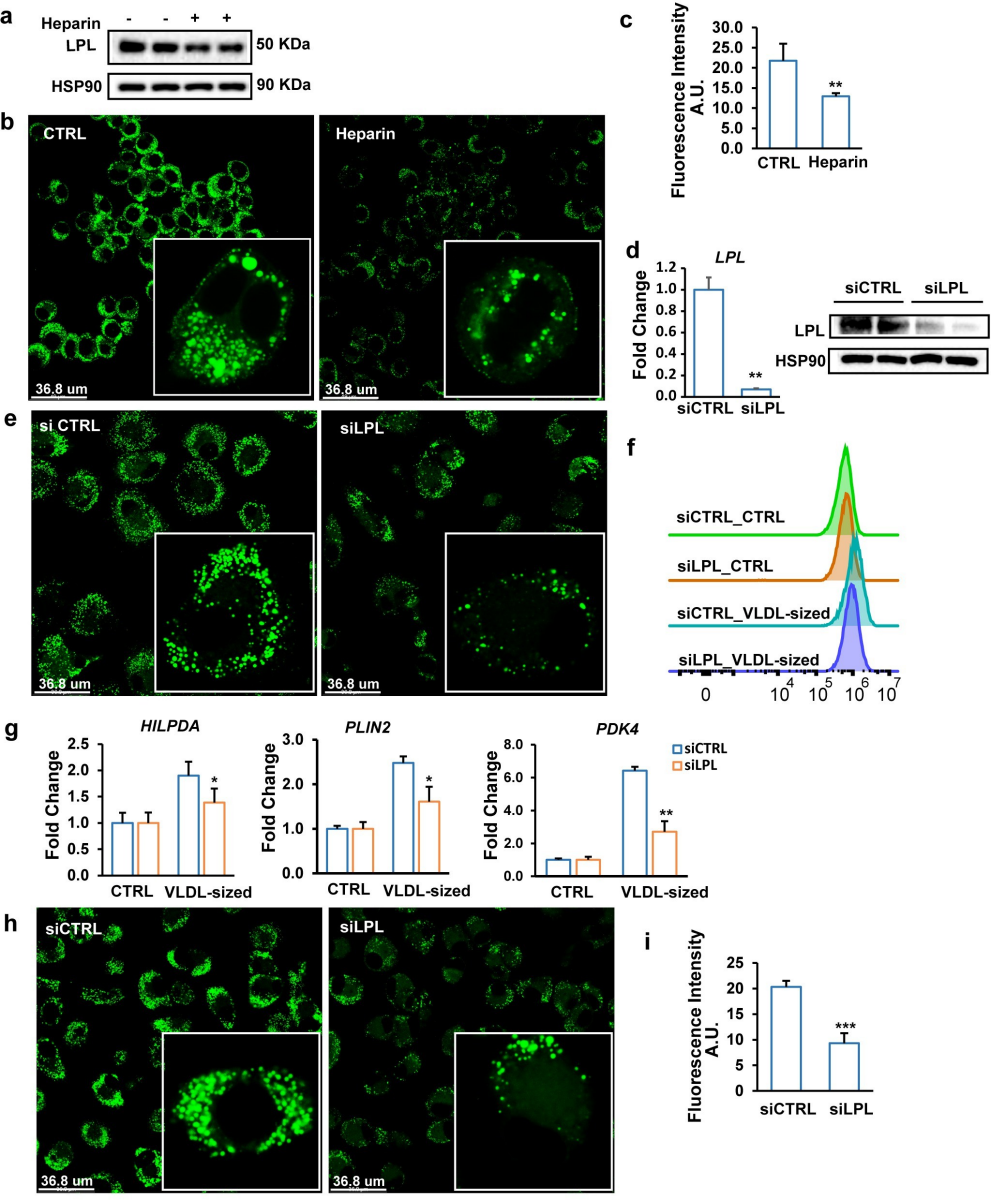
LPL mediates VLDL uptake in cultured macrophages. (a) LPL protein levels in RAW 264.7 macrophages treated with 50 UI/ml heparin for 2 hours. (b) BODIPY 493/503 staining of intracellular neutral lipids in RAW 264.7 macrophages treated with 1 mM VLDL-sized emulsion particles for 6 hours in the presence or absence of 50 UI/ml human heparin (*n* = 6). (c) Quantification of the fluorescence images by ImageJ (*n* = 6). (d) LPL mRNA and protein levels in human primary macrophages treated with control siRNA or LPL siRNA for 48 hours. (e) BODIPY 493/503 staining of intracellular neutral lipids in human macrophages treated with siCTRL or siLPL for 48 hours followed by treatment with 0.5 mM VLDL-sized emulsion particles for 6 hours. (f) Mean fluorescence intensity quantified by flow cytometry (*n* = 3). (g) mRNA expression of selected lipid-sensitive genes. (h) BODIPY 493/503 staining of intracellular neutral lipids in human macrophages treated with siCTRL or siLPL for 48 hours followed by treatment with 0.5 mM human plasma-isolated VLDL for 6 hours (*n* = 6). (i) Mean fluorescence intensity quantified by Image J (*n* ≥ 4). The bar graphs were plotted as mean ± SD. Asterisk indicates significantly different from control according to Student *t* test. *p < 0.05, **p < 0.01, ***p < 0.001. (The FACS data are available under repository ID FR-FCM-Z5KY. Other data can be found in “S1 Raw Data”.) LPL, lipoprotein lipase; siRNA, small interfering RNA; VLDL, very low-density lipoprotein.

To further assess the role of LPL in macrophage uptake of VLDL-sized emulsion particles, we silenced LPL in human primary macrophages using small interfering RNA (siRNA) (Fig 2D). LPL silencing markedly reduced cellular lipid accumulation in macrophages treated with the emulsion particles, as visualized by BODIPY 493/503 staining (Fig 2E) and supported by flow cytometric analysis (Fig 2F). Consistent with lower lipid uptake, the induction of lipid-sensitive genes *HILPDA*, *PLIN2*, and *PDK4* by the emulsion particles was significantly reduced by LPL silencing (Fig 2G). A similar suppressive effect of LPL silencing on lipid accumulation was observed in macrophages treated with human VLDL (Fig 2H and 2I). Overall, these data indicate that LPL is necessary for macrophage uptake of VLDL.

### Uptake of VLDL-sized emulsion particles by macrophages is dependent on the C-terminal portion of LPL

Based on our data and previous data [6,27,28], we hypothesized that the catalytic function of LPL is essential for macrophage uptake of VLDL. However, GSK264220A, a catalytic inhibitor of LPL, did not significantly alter lipid accumulation in RAW 264.7 cells treated with VLDL-sized emulsion particles [22] (Fig 3A and 3B). Also, the addition of an antibody directed against the catalytic N-terminal portion of human LPL did not noticeably influence lipid accumulation in human monocyte-derived macrophages (Fig 3C and 3D). These data suggest that the uptake of VLDL-sized emulsion particles by macrophages does not require the catalytic function of LPL.

**Fig 3:**
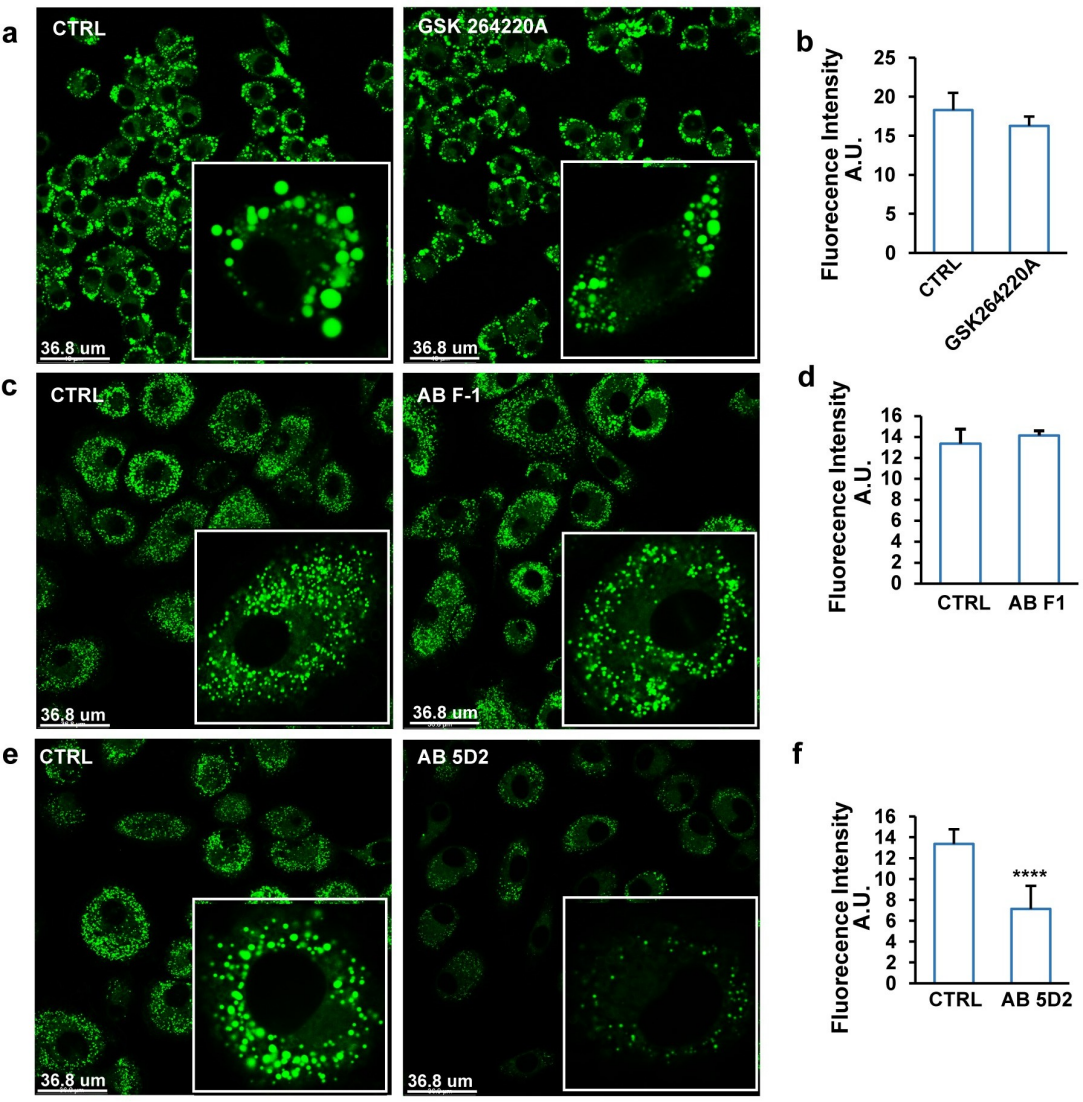
The C-terminal portion of LPL mediates uptake of VLDL-sized emulsion particles in cultured macrophages. (a) BODIPY 493/503 staining of RAW 264.7 macrophages treated with 1 mM VLDL-sized emulsion particles for 6 hours in the presence or absence of 0.2 μM of the catalytic LPL inhibitor GSK264220 (*n* = 6). (b) Mean fluorescence intensity quantified by Image J (*n* = 4). (c) BODIPY 493/503 staining of human primary macrophages treated with 0.5 mM VLDL-sized emulsion particles for 6 hours in the presence or absence of antibody F1 targeting the N-terminal portion of LPL (2 μg/ml) (*n* = 6). (d) Mean fluorescence intensity quantified by Image J (*n* ≥ 4). (e) BODIPY 493/503 staining of human primary macrophages treated with 0.5 mM VLDL-sized emulsion particles for 6 hours in the presence or absence of antibody 5D2 targeting the C-terminal of LPL (2 μg/ml) (*n* = 6). (f) Mean fluorescence intensity quantified by Image J (*n* ≥ 4). The bar graphs were plotted as mean ± SD. Asterisk indicates significantly different from control according to Student *t* test. ****p < 0.0001. (The raw data of bar graphs can be found in “S1 Raw Data”.) LPL, lipoprotein lipase; VLDL, very low-density lipoprotein.

The above finding raises the possibility that LPL may participate in the binding of the VLDL-sized emulsion particles to the macrophage surface. To verify this notion, human primary macrophages were co-treated with VLDL-sized emulsion particles and an antibody (5D2) directed against the C-terminal portion of LPL, which mediates the binding of TRL [23]. Interestingly, the C-terminal hLPL antibody markedly decreased intracellular lipid accumulation, supporting the notion that the C-terminal region of LPL is required for macrophage uptake of VLDL-sized emulsion particles and suggesting that LPL’s role in macrophage uptake of VLDL is more as a receptor than as an enzyme (Fig 3E and 3F).

### Macrophage uptake of VLDL-sized emulsion particles is mediated by caveola-mediated endocytosis

Next, we examined whether the uptake of VLDL-sized emulsion particles was mediated by endocytosis. In agreement with this notion, early endosomes could be observed in RAW 264.7 macrophages after loading with VLDL-sized emulsion particles (Fig 4A). To determine if VLDL-sized emulsion particles are taken up by macrophages via clathrin- or caveola-mediated endocytosis, RAW 264.7 macrophages were treated with VLDL-sized emulsion particles in conjunction with the endocytosis inhibitors cholopromazine and genistein, which block clathrin- and caveola-mediated endocytosis, respectively [29]. Whereas cholopromazine showed little to no effect, genistein markedly reduced intracellular lipid accumulation (Fig 4B and 4C), suggesting that VLDL-sized emulsion particles are taken up via caveola-mediated endocytosis. Genistein similarly reduced intracellular lipid accumulation in human primary macrophages treated with the emulsion particles (Fig 4D and 4E).

**Fig 4:**
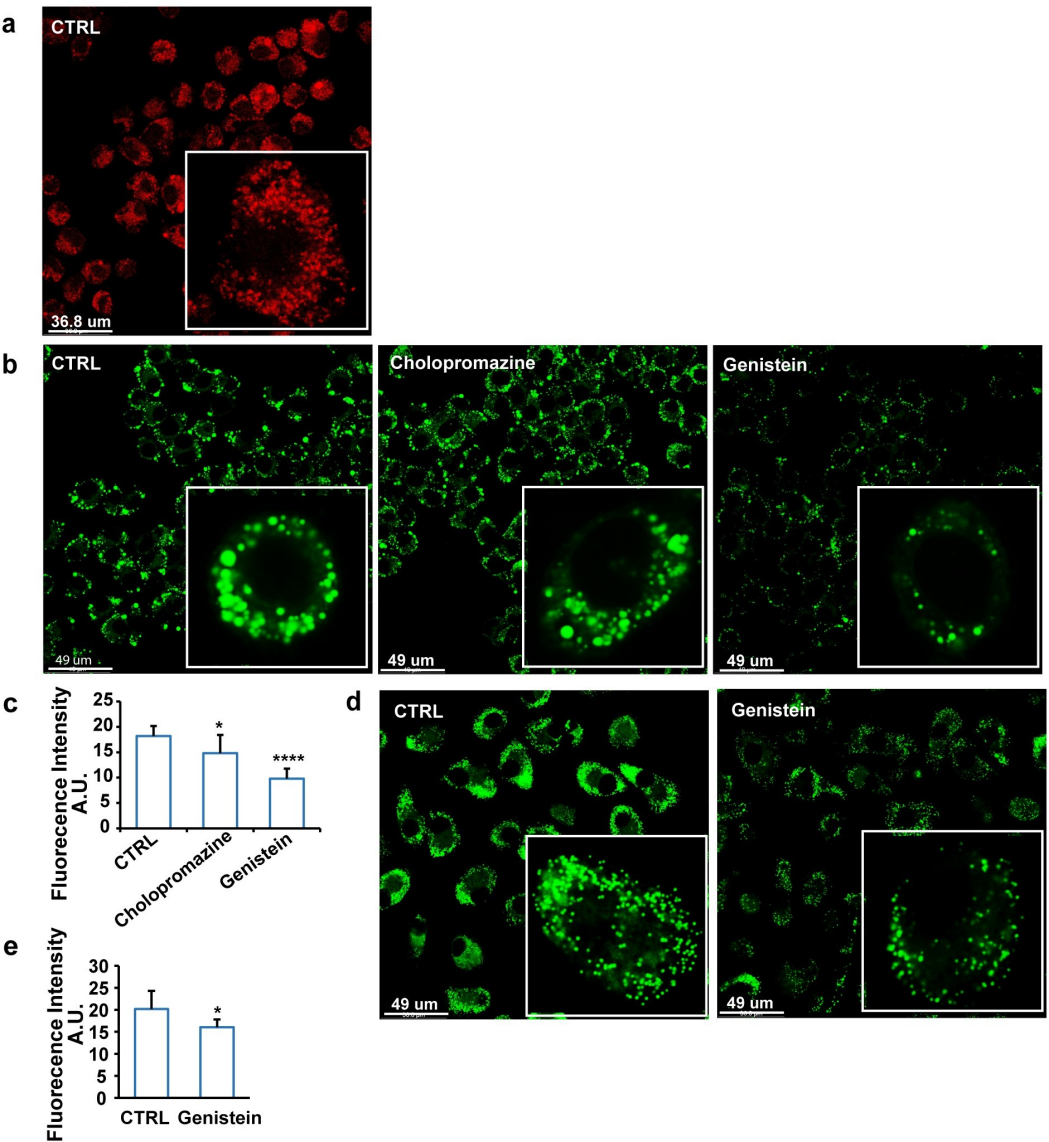
VLDL-sized emulsion particles are taken up by macrophages via caveola-mediated endocytosis. (a) Early endosome staining of RAW 264.7 macrophages treated with 1 mM of VLDL-sized emulsion particles for 6 hours (*n* = 6). (b) BODIPY 493/503 staining of RAW 264.7 macrophages treated with 1 mM VLDL-sized emulsion particles for 6 hours in the presence or absence of 10 μg/ml chlorpromazine or 200 μM genistein (*n* = 6). (c) Mean fluorescence intensity quantified by Image J (*n* = 6). (d) BODIPY 493/503 staining of human primary macrophages treated with 0.5 mM VLDL-sized emulsion particles for 6 hours in the presence or absence of 200 μM genistein (*n* = 6). (e) Mean fluorescence intensity quantified by Image J (*n* ≥ 3). The bar graphs were plotted as mean ± SD. Asterisk indicates significantly different from control according to Student *t* test. *p < 0.05, ****p < 0.0001. (The raw data of bar graphs can be found in “S1 Raw Data”.) VLDL, very low-density lipoprotein.

To further examine the role of caveola in the uptake of VLDL-sized emulsion particles, we silenced the *CAV1* and *CAV2* genes in human primary macrophages using siRNA (Fig 5A and 5B). Caveolins, encoded by *CAV1* and *CAV2*, are the main protein components of caveolae. Silencing of CAV1 and CAV2 markedly decreased intracellular lipid accumulation after loading cells with VLDL-sized emulsion particles, as visualized by confocal microscopy (Fig 5C) and quantified by flow cytometry (Fig 5D). A similar marked reduction in intracellular lipid accumulation upon CAV1 and CAV2 silencing (Fig 5E and 5F) was observed in human primary macrophages treated with human plasma-isolated VLDL. Consistent with a role of LPL, CAV1, and CAV2 in the uptake of VLDL-sized emulsion particles, the change in expression of *IL6* and *MCP1* (*CCL2*) upon treatment with VLDL-sized emulsion particles was altered by siRNA-based silencing of these genes (S1 Fig). Collectively, these results demonstrate that VLDL-sized emulsion particles are taken up via caveolae-mediated endocytosis.

**Fig 5:**
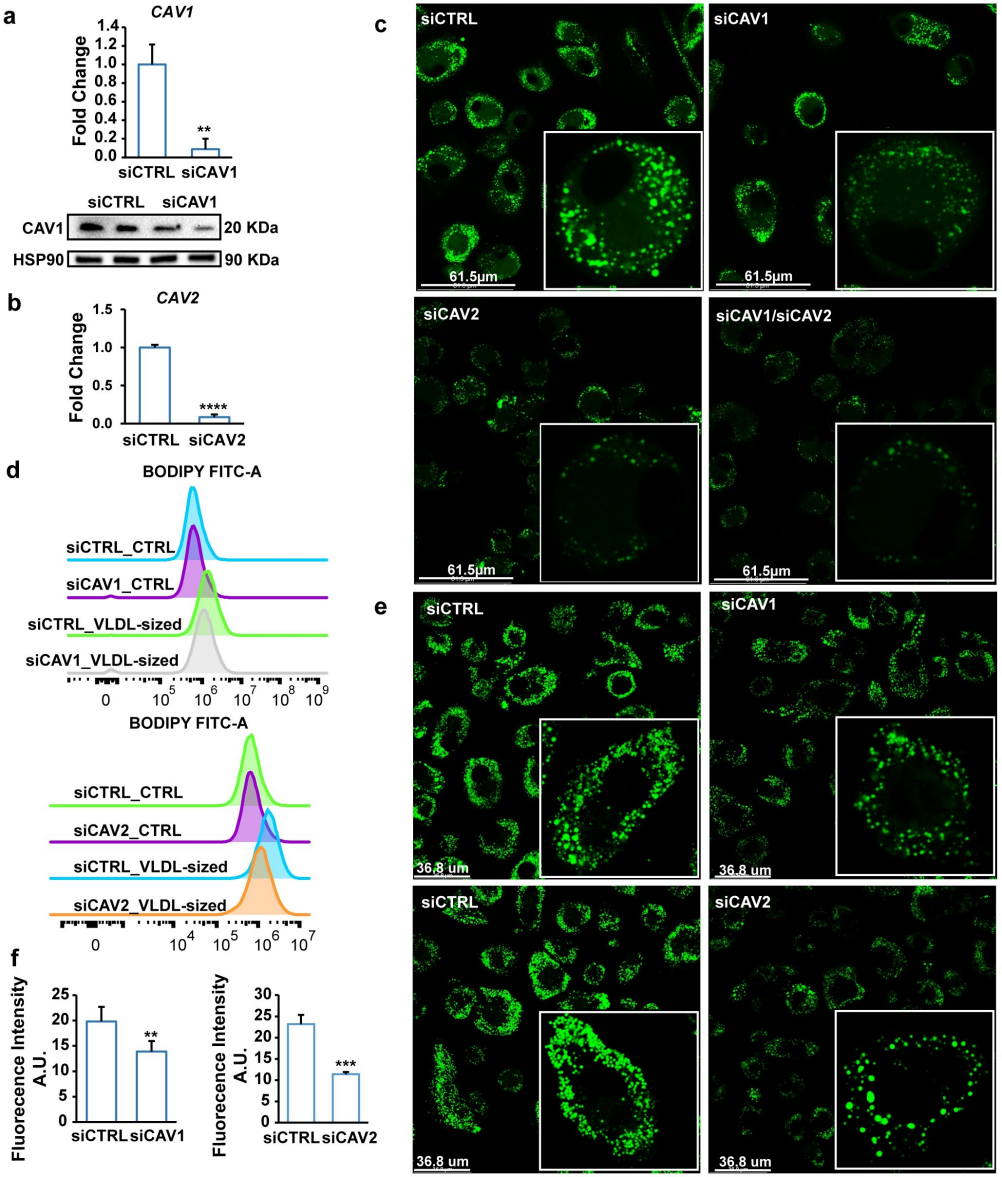
Silencing of Caveolin 1 and 2 impairs uptake of VLDL by macrophages. (a) mRNA and protein levels of Caveolin 1 after 48-hour treatment with siCTRL or siCAV1. (b) mRNA expression of Caveolin 2 after 48-hour treatment with siCTRL or siCAV2. (c) BODIPY 493/503 staining of human macrophages treated with siCTRL, siCAV1, or siCAV2 for 48 hours followed by treatment with 0.5 mM VLDL-sized emulsion particles for 6 hours (*n* = 6). (d) Mean fluorescence intensity quantified by flow cytometry (*n* = 3). (e) BODIPY 493/503 staining of human macrophages treated with siCTRL, siCAV1, or siCAV2 for 48 hours followed by treatment with 0.5 mM human plasma-isolated VLDL for 6 hours (*n* = 6). (f) Mean fluorescence intensity quantified by Image J (*n* ≥ 4). The bar graphs were plotted as mean ± SD. Asterisk indicates significantly different from control according to Student *t* test. **p < 0.01, ***p < 0.001. (The FACS data are available under repository FR-FCM-Z5JV and FR-FCM-Z5KZ. Other data can be found in “S1 Raw Data”.) VLDL, very low-density lipoprotein.

Treatment of RAW 264.7 macrophages with VLDL-sized emulsion particles was associated with marked up-regulation of genes involved in lysosomal function (Fig 6A). 

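Of the 21 genes of Fig 6A, 19 were tested and all 19 changed in the direction shown, 15 higher and 4 lower; 18 had an adjusted p under 0.05 (limma-voom with Benjamini-Hochberg adjustment) and 16 passed the limits of the legend. *Treml4* (ENSMUSG00000051682, chromosome 17 from 48264295 to 48275360) rose from 1.58 ± 0.188 to 25.7 ± 1.56 cpm (SD, n = 3), a log2 fold change of 4.01 (standard error 0.16, adjusted p = 6.4e-08). *Sqstm1*, *Cat* and *Slc48a1* had log2 fold changes of 1.94, 2.04 and 2.03. *Lipa* (ENSMUSG00000024781, chromosome 19 from 34492318 to 34527474), the gene of lysosomal acid lipase, rose from 954 ± 56.5 to 1992 ± 18.0 cpm, a log2 fold change of 1.06 (standard error 0.05, adjusted p = 2.2e-07), and *Fth1* by a log2 fold change of 0.98 (standard error 0.07, adjusted p = 3.4e-06). *Slc7a14*, at 0.233 cpm in control, had 0.71 (standard error 0.52, adjusted p = 0.32) and did not pass, and *Rnf19b* passed with 0.93 (standard error 0.23, adjusted p = 0.011). *Il4i1* and *Gfap* were left out by the filter on low counts. A wider list of 68 lysosomal genes, fixed before the data were examined and sharing 1 gene with the heatmaps, changed little: its median log2 fold change was 0.07, with 47 genes higher and 21 lower, 25 called higher and 6 called lower. With library size as the only normalization the median was -0.02 while that of all genes was -0.0935; with upper-quartile normalization and with DESeq2 the list had 0.07 and 0.08. Camera gave p = 0.0032 and fry p = 0.0021, and an estimated inter-gene correlation p = 0.26. *Npc1* rose by a log2 fold change of 0.38 (standard error 0.06, adjusted p = 3.9e-04) and *Ctsd*, encoding cathepsin D, by 0.23 (standard error 0.05, adjusted p = 0.006), a call lost with library size only (0.13, adjusted p = 0.079). With reference to the heatmap, the paper states that genes of lysosomal function were up-regulated.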

Endocytosed lipids destined for degradation are sorted into lysosomes, where they are digested by the enzyme lysosomal acid lipase (LAL). Strikingly, co-treatment of human primary macrophages treated with VLDL-sized emulsion particles with the LAL inhibitor Lalistat 2 markedly enhanced intracellular lipid accumulation (Fig 6B and 6C). Co-staining of lipids and lysosomes showed that the lipids appeared to be trapped in the lysosomal compartment. Minimal overlap in lipid and lysosomal staining was observed in the absence of LAL inhibition (Figs 6D and S2). Interestingly, non-esterified fatty acids were detected in the culture medium of macrophages previously loaded with VLDL-sized emulsion particles, which was attenuated by LAL inhibition (Fig 6E). This suggests that macrophages can release non-esterified fatty acids after uptake of TG and that this release is dependent on LAL. The increase in lipid accumulation by Lalistat 2 was accompanied by reduced expression of the lipid-sensitive genes *HILPDA*, *PDK4*, *PLIN2*, *CXCL2* (Fig 6F). These data suggest that when LAL is inhibited, endocytosed lipids cannot further be processed and accumulate in lysosomes, preventing the transcriptional activation of lipid-sensitive genes. Taken together, we show that VLDL-sized emulsion particles are degraded via LAL in the lysosome. While most of the liberated fatty acids are destined for storage, a portion is released into the extracellular environment.

**Fig 6:**
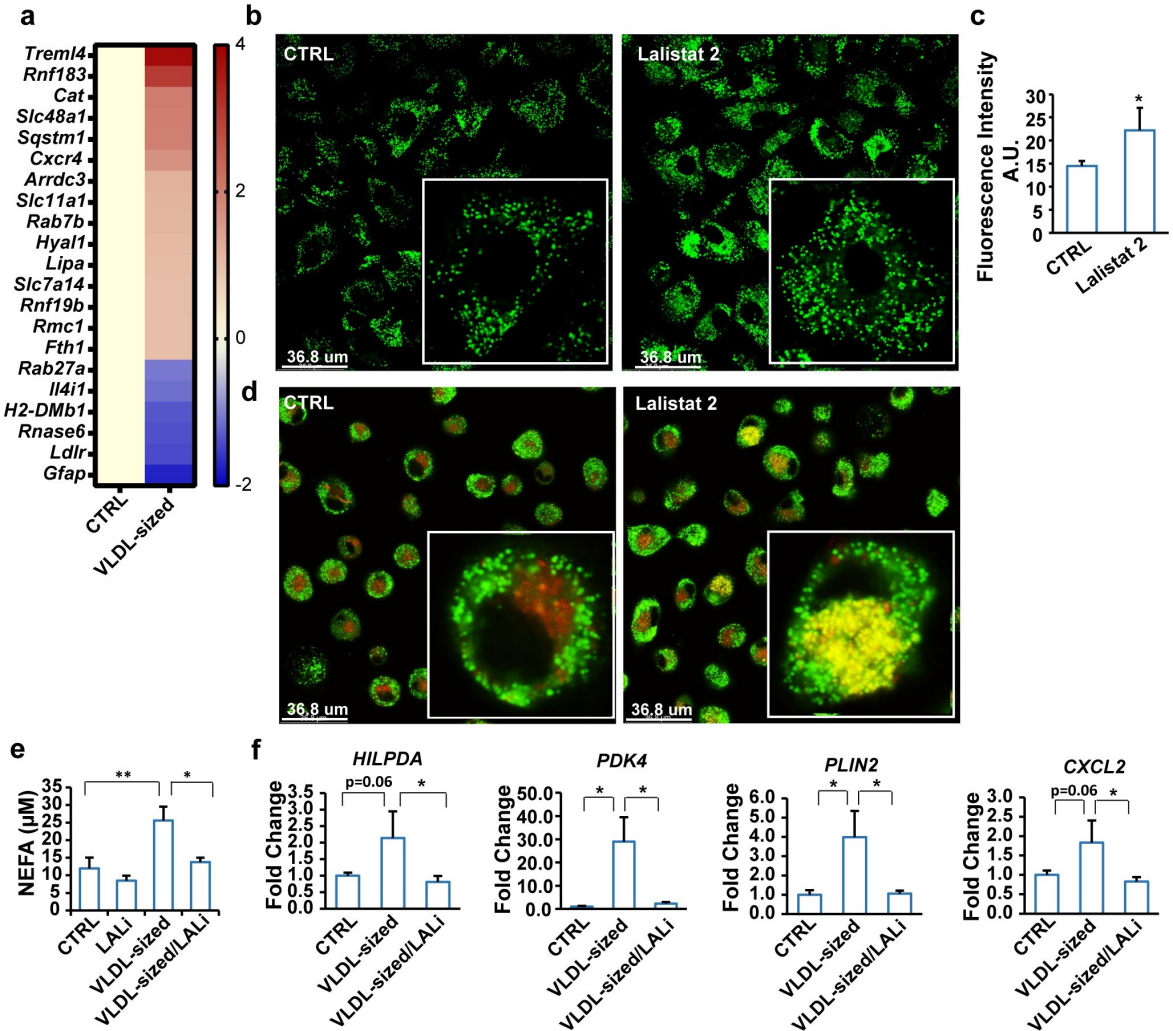
VLDL-sized emulsion particles are degraded by LAL. (a) Heatmap showing changes in expression of genes involved in lysosome activity in RAW 264.7 macrophages treated with 1 mM VLDL-sized emulsion particles for 6 hours (*p* < 0.01, SLR > 1). Scale bar depicts SLR. (b) BODIPY 493/503 staining of human macrophages treated with 0.5 mM VLDL-sized emulsion particles for 6 hours in the presence or absence of 30 μM Lalistat 2 (*n* = 6). The cells were washed twice with PBS and then incubated in fresh medium without VLDL-sized emulsion particles for another 24 hours. (c) Mean fluorescence intensity quantified by Image J (*n* = 4). (d) Co-staining of lysosome (red) and neutral lipids (green) in human macrophages (*n* = 6). (e) Non-esterified fatty acid levels in the medium. (f) mRNA levels of lipid-sensitive genes in human macrophages. The bar graphs were plotted as mean ± SD. Asterisk indicates significantly different compared with control or in marked comparisons according to Student *t* test. *p < 0.05, **p < 0.01. (The raw data of RNA-sequencing are available under accession number GSE203250. Other data can be found in “S1 Raw Data”.) LAL, lysosomal acid lipase; SLR, signal log ratio; VLDL, very low-density lipoprotein.

### NPC1 silencing retains lipids derived from VLDL-sized emulsion particles in the lysosomes and reduces the extracellular release of free fatty acids

Since NPC1 mediates the lysosomal export of cholesterol, we considered the possibility that NPC1 might also be involved in lysosomal export of VLDL-derived fatty acids. Interestingly, the expression of NPC1 was significantly up-regulated by VLDL-sized emulsion particles in human primary macrophages (Fig 7A). Co-treatment of human primary macrophages treated with VLDL-sized emulsion particles with a chemical inhibitor of NPC1 was associated with markedly elevated intracellular lipid accumulation (Fig 7B), as well as with more pronounced lysosomal staining (Fig 7C). To verify the notion that lipids may be partly retained in the lysosomes upon NPC1 inactivation, we silenced NPC1 in human primary macrophages treated with VLDL-sized emulsion particles and performed co-staining for lipids and lysosomes. Remarkably, NPC1 silencing (Fig 7D) markedly increased the overlap in lipid and lysosomal staining (Figs 7E and S3), suggesting that NPC1 deficiency causes lipids to be retained in lysosomes. Concurrent with the retention of lipids in the lysosomes, NPC1 silencing significantly decreased the levels of non-esterified fatty acids in the medium of macrophages treated with VLDL-sized emulsion particles (Fig 7F). Similarly, chemical inhibition of NPC1 significantly blunted the increase in non-esterified fatty acids in the medium of macrophages treated with the emulsion particles (Fig 7G), concurrent with an increase of lysosome dysfunction-related genes (Fig 7H). Although these data do not necessarily indicate that NPC1 directly mediates free fatty acid efflux from lysosomes, they do suggest that NPC1 is involved in promoting the extracellular release of fatty acids from macrophages.

**Fig 7:**
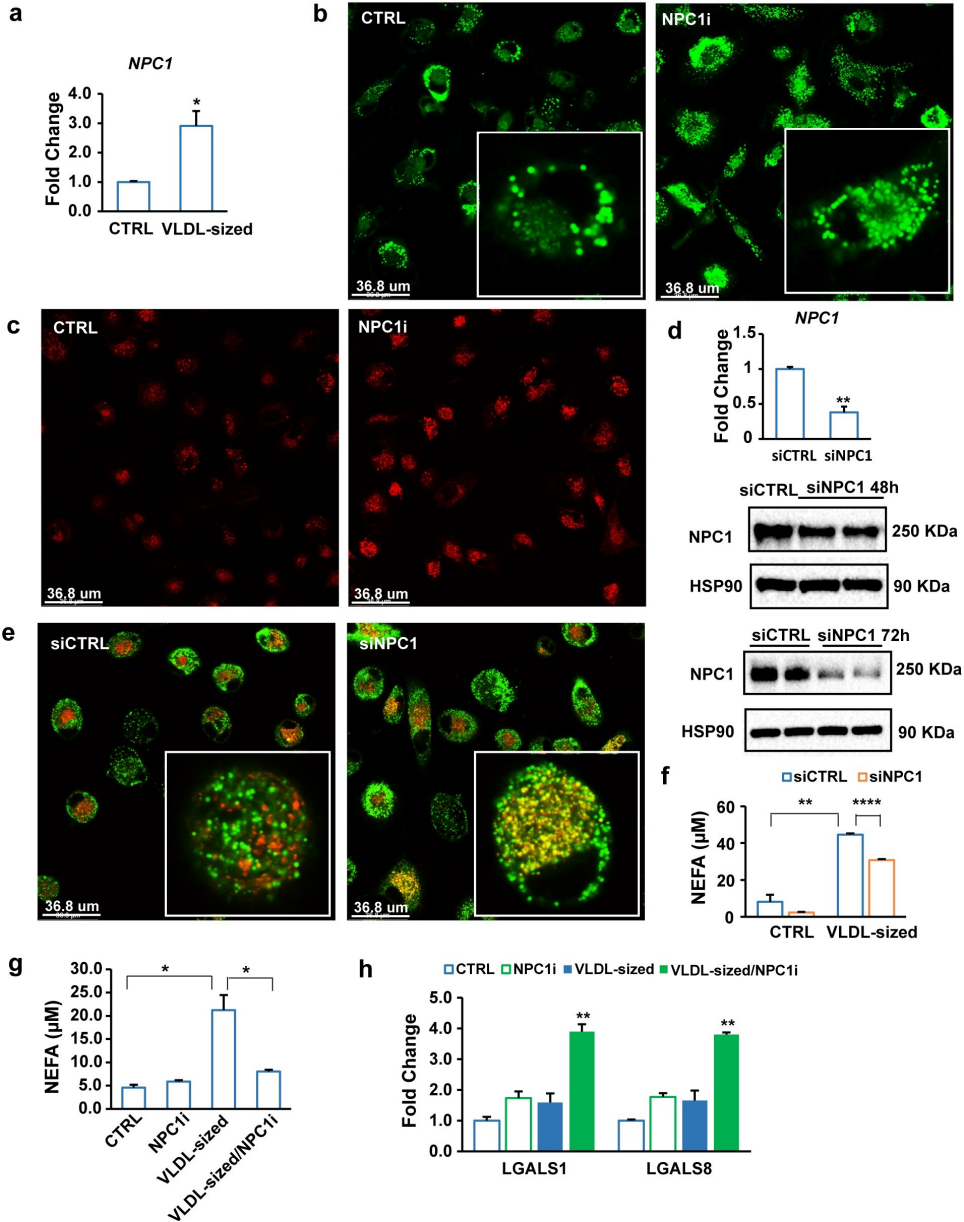
Part of the internalized TG in VLDL-sized emulsion particles is released from macrophages after lysosomal processing. (a) mRNA levels of NPC1 in human macrophages treated with 1 mM VLDL-sized emulsion particles for 6 hours. Cells were washed twice with PBS and then incubated in fresh medium for 16 hours. (b) BODIPY 493/503 staining or (c) lysosomal staining of human macrophages treated with 0.5 mM VLDL-sized emulsion particles for 6 hours in the presence or absence of 5 μM NPC1 inhibitor U18666A (*n* = 6). (d) mRNA and protein levels of NPC1 in human macrophages treated with siCTRL or siNPC1. (e) Co-staining of lysosome (red) and neutral lipids (BODIPY 493/503, green) in human macrophages treated with siCTRL or siNPC1 for 72 hours followed by treatment with 0.5 mM VLDL-sized emulsion particles for 24 hours (*n* = 6). Thereafter, the cells were washed twice with PBS and incubated in fresh medium without VLDL-sized emulsion particles for 24 hours. (f) Non-esterified fatty acid concentration in culture medium from human macrophages treated with siCTRL or siNPC1 for 48 hours followed by treatment with 0.5 mM VLDL-sized emulsion particles for 6 hours or (g) treatment with 0.5 mM VLDL-sized emulsion particles for 6 hours in the presence or absence of 5 μM NPC1 inhibitor U18666A. After the treatments, the cells were washed twice with PBS, followed by incubation in fresh medium without VLDL-sized emulsion particles for 16 hours. (h) mRNA levels of galectin-encoding genes. The bar graphs were plotted as mean ± SD. Asterisk indicates significantly different compared with control or in marked comparisons according to Student *t* test. *p < 0.05, **p < 0.01, ****p < 0.0001. (The raw data of bar graphs can be found in “S1 Raw Data”.) TG, triglyceride; VLDL, very low-density lipoprotein.

### STARD3 is required for the lysosomal export of fatty acids derived from VLDL-sized emulsion particles

In addition to NPC1, the expression of *STARD3* was up-regulated by VLDL-sized emulsion particles in human macrophages (Fig 8A). Inasmuch as STARD3 mediates the transport of cholesterol from lysosomes to the ER [19], we hypothesized that STARD3 may have a similar role in the intracellular trafficking of fatty acids derived from VLDL-sized emulsion particles. In line with this hypothesis, silencing of STARD3 (Fig 8B) in human macrophages treated with VLDL-sized emulsion particles increased lipid accumulation in lysosomes and reduced lipid content in the ER (Figs 8C, 8D, S4, and S5). Unlike silencing of NPC1, silencing of STARD3 did not increase intracellular lipid accumulation nor did it influence the efflux of fatty acids into the medium (Fig 8E). These findings are most consistent with a scenario in which STARD3 is involved in commuting fatty acids from the lysosome to the ER but does not contribute to the extracellular export of fatty acids. Taken together, our data indicate that NPC1 and STARD3 have differential roles in the transport of VLDL-derived fatty acids from the lysosome to other (extra)cellular compartments. Specifically, NPC1 somehow promotes the extracellular release of (lysosomal) fatty acids, while STARD3 is involved in the transfer of lysosomal fatty acids to the ER for subsequent storage as TG.

**Fig 8:**
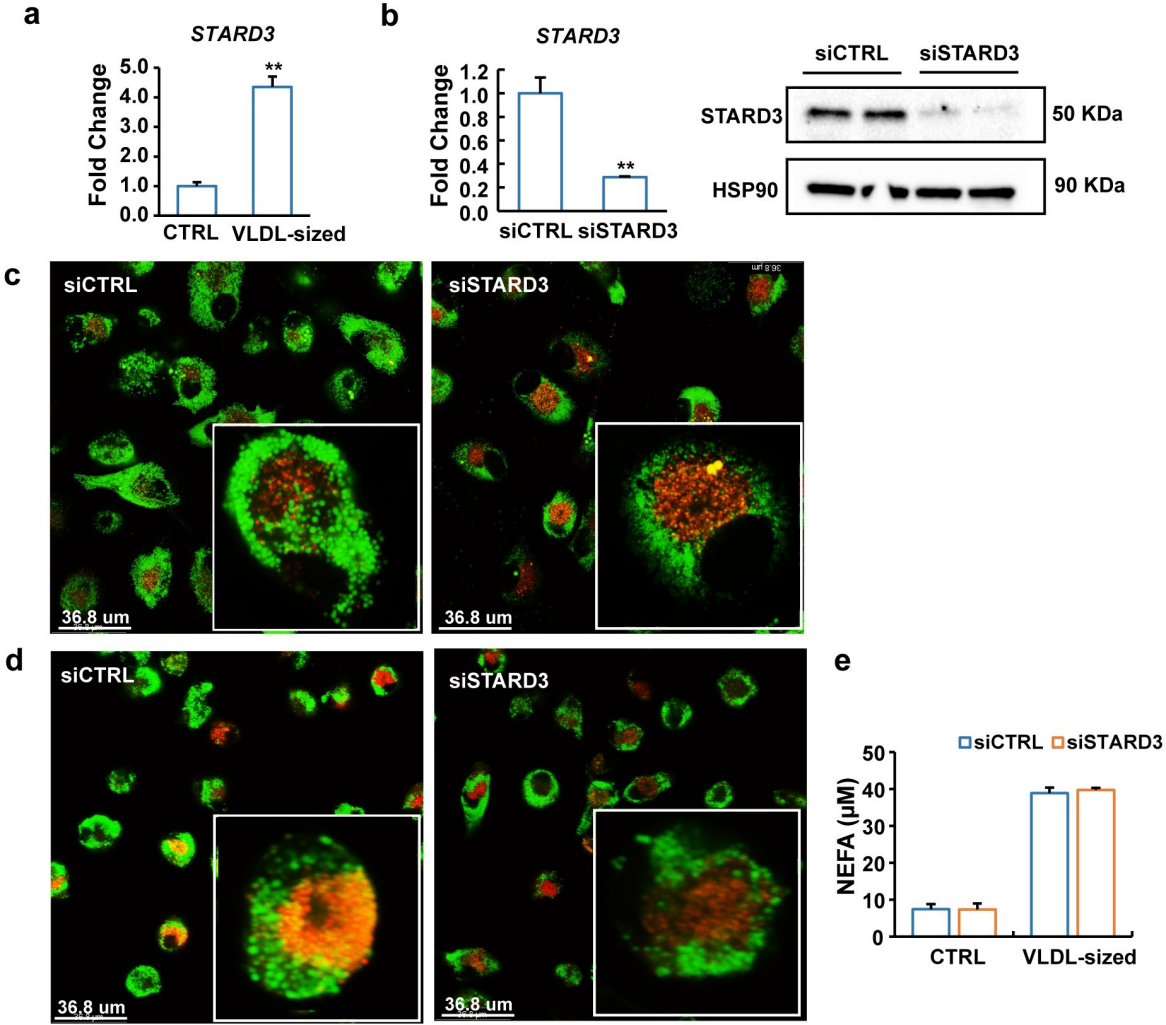
NPC1 and STARD3 have differential roles in the processing of VLDL-sized emulsion particles. (a) mRNA levels of STARD3 in human macrophages after treatment of 1 mM VLDL-sized emulsion particles for 6 hours. Cells were washed twice with PBS and then incubated in fresh medium for 16 hours. (b) mRNA and protein levels of STARD3 in human macrophages treated with siCTRL or siSTARD3 for 24 hours. (c) Co-staining of lysosomes (red) with neutral lipids (BODIPY 493/503, green) in human macrophages treated with siCTRL or siSTARD3 for 48 hours followed by treatment with 0.5 mM VLDL-sized emulsion particles for 24 hours (*n* = 6). Thereafter, the cells were washed twice with PBS and incubated in fresh medium without VLDL-sized emulsion particles for 24 hours. (d) Co-staining of ER (red) and neutral lipids (BODIPY 493/503, green) in human macrophages treated with siCTRL or siSTARD3. (e) Non-esterified fatty acid concentration in culture medium from siCTRL or siSTARD3-treated human macrophages. The cells were washed twice with PBS and incubated in fresh medium without VLDL-sized emulsion particles for 16 hours. The bar graphs were plotted as mean ± SD. Asterisk indicates significantly different from control according to Student *t* test. **p < 0.01. (The raw data of bar graphs can be found in “S1 Raw Data”.) ER, endoplasmic reticulum; VLDL, very low-density lipoprotein.

### Macrophages take up chylomicron-sized emulsion particles via a similar mechanism as VLDL-sized emulsion particles

In contrast to VLDL, chylomicrons are not able to pass into the intima. Nevertheless, chylomicrons may come into direct contact with macrophages in the mesenteric lymph nodes. In addition, severely elevated chylomicron levels are associated with the accumulation of chylomicron-derived lipids within skin macrophages, giving rise to eruptive xanthomas. Accordingly, we asked whether the mechanism of uptake of chylomicrons by macrophages resembles the mechanism of uptake of VLDL. To that end, we repeated the studies using lipid emulsion particles with a mean diameter of 240 nm (S6a Fig), referred to as chylomicron-sized emulsion particles, in agreement with the reported particle sizes of median-sized chylomicrons [1]. Treatment of RAW 264.7 macrophages and human primary macrophages with these particles for 6 hours led to marked lipid accumulation (S6b Fig) and increased expression of lipid-sensitive genes (S6c Fig). Similar to VLDL-sized emulsion particles, we found that LPL, but not its catalytic activity, is required for the uptake of CHYL-sized emulsion particles by macrophages (S7 and S8 Figs) and that this process is driven by caveolae-mediated endocytosis (S9 Fig), involving caveolin 1 and 2 (S10 Fig). Additionally, the intracellular processing of CHYL-sized emulsion particles is mediated by LAL (S11 Fig). 

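The heatmap of S11 Fig shows RAW264.7 cells after CHYL-sized particles, the libraries described above at the concentration given there. For the lysosomal genes of Fig 6A, all 19 tested genes changed in the direction shown for VLDL-sized particles. Of these, 18 had an adjusted p under 0.05 (limma-voom with Benjamini-Hochberg adjustment) and 12 passed the limits of the legend. The paper chose these genes by their change after VLDL-sized particles against the same control libraries, which favours a shared direction. *Lipa* rose by a log2 fold change of 0.99 (standard error 0.05, adjusted p = 4.9e-07), *Treml4* by 3.91 (standard error 0.16, adjusted p = 9.0e-08), *Cat* by 1.92 (standard error 0.07, adjusted p = 3.6e-08), *Sqstm1* by 1.72 (standard error 0.12, adjusted p = 4.8e-06) and *Slc48a1* by 1.97. *Rnf183* had a log2 fold change of 2.84 (standard error 0.28, adjusted p = 5.3e-05). Over the 68 lysosomal genes of the wider list, the median was 0.05 and turned to -0.03 with library size as the only normalization, where that of all genes was -0.0788; upper-quartile normalization gave 0.05 and DESeq2 0.05. In the model without a replicate block, none of the 19 tested genes of Fig 6A differed between the particles at an adjusted p under 0.05; for *Sqstm1* the log2 fold change of VLDL-sized against CHYL-sized was 0.21 (adjusted p = 0.82), and with the replicate block, where it was the only gene of the figure to pass, 0.21 (adjusted p = 0.045); over the alternatives set beforehand its adjusted p ranged from 0.045 to 0.999.

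**Figure D2:**
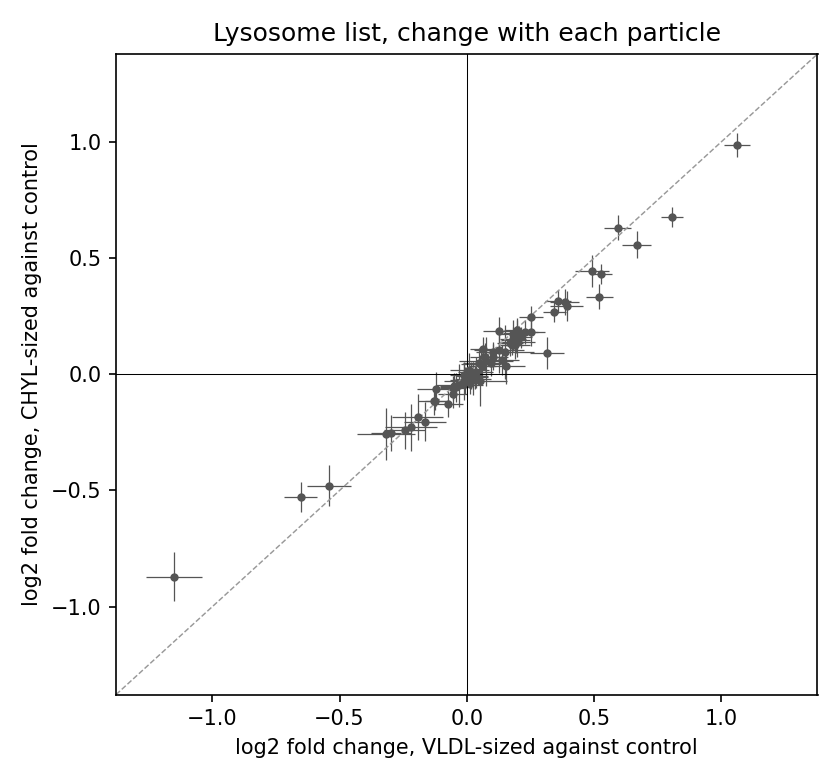
Log2 fold change against control of the 68 genes of the lysosomal list after VLDL-sized particles (horizontal axis) and after CHYL-sized particles (vertical axis). Points are genes, bars are standard errors of the fold changes and the dashed line marks equal changes. Points lie close to the line in both directions; both changes use the same 3 control libraries, which raises their similarity.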

Taken together, these data indicate that the mechanisms of macrophage uptake of VLDL- and CHYL-sized emulsion particles are highly similar.

## Discussion

By virtue of its ability to enter the intima and be taken up by vascular macrophages, VLDL may contribute to atherosclerosis. Here, using artificial VLDL-sized emulsion particles and human VLDL, we studied the mechanism of uptake of VLDL particles by macrophages. We found that macrophage uptake of VLDL requires LPL and is mediated by the lipoprotein-binding C-terminal domain of LPL and not by the catalytic N-terminal domain. Subsequent internalization of VLDL-TG by macrophages was shown to occur via caveolae-mediated endocytosis, followed by TG hydrolysis by LAL in the lysosome. Intriguingly, NPC1 was found to promote the extracellular efflux of fatty acids from lysosomes, while STARD3 is involved in the transfer of lysosomal fatty acids to the ER for subsequent storage as TG. These data suggest that macrophages have the remarkable capacity to excrete part of the internalized TG as fatty acids. Our data elaborate on the model put forward by Lindqvist and colleagues many years ago, who on the basis of studies using radiolabeled and unlabeled human VLDL proposed that incubation of macrophages with VLDL leads to TG accumulation via uptake of intact VLDL, mediated by either a receptor or a nonreceptor-mediated pathway and involving phagocytosis or endocytosis [30].

LPL is mainly known for its ability to catalyze the hydrolysis of TG in VLDL and chylomicrons and thereby promote the uptake of plasma TG-derived fatty acids in tissues such as the heart, skeletal muscle, white adipose tissue, and brown adipose tissue [1,31]. In addition to catalyzing TG hydrolysis, LPL can facilitate the binding and uptake of lipoprotein particles by cells independent of lipolysis [32,33]. Through its ability to interact with lipoproteins on the one hand, and heparan sulfate proteoglycans or specific surface receptors on the other hand, LPL can function as a bridge between lipoproteins and the cell surface [34]. For example, in macrophages—which are characterized by high levels of LPL expression—LPL was found to enhance the uptake of oxLDL [35]. Previous studies have shown that LPL promotes the uptake TRL-TG and -cholesterol by macrophages in vitro [30,36]. However, thus far it was not fully clear whether the stimulation of TRL-TG uptake by LPL is mainly mediated by the abovementioned lipolysis-independent bridging function—leading to whole particle uptake—or requires actual TG hydrolysis followed by cellular uptake of fatty acids [37]. Using antibodies directed against the N- or C-terminal domain of LPL, we found that macrophage uptake of TG contained in VLDL-sized emulsion particles is dependent on particle binding by LPL but not on the catalytic function of LPL. Whether binding to HSPG-bound LPL is sufficient to trigger endocytosis of the VLDL-like particles or requires an additional receptor remains to be determined.

Previous evidence suggested that LPL-catalyzed lipolysis is not required for the uptake of VLDL-TG by cultured macrophages but does have a modest stimulatory effect [30]. Further work is necessary to better define the role of the catalytic function of LPL in macrophage lipid metabolism. For example, it would be of interest to know the impact of the replacement of wild-type LPL by catalytically inactive mutated LPL on lipid uptake and metabolism in macrophages treated with VLDL-sized emulsion particles [38]. As an alternative, we considered the use of the LPL inhibitor orlistat. However, a major drawback of orlistat is that it also inhibits LAL [39], which would seriously complicate the interpretation of the data.

Our data suggest that macrophages internalize entire VLDL particles via endocytosis. Uptake of entire TRL particles has been previously observed in vascular endothelial cells of BAT and WAT [40–42]. In endothelial cells, the TRL are routed through the endosomal-lysosomal pathway, where they undergo LAL-mediated processing [43]. This route strongly resembles the pathway we observed for VLDL-sized emulsion particles in human primary macrophages.

It is well established that LDL and oxLDL are taken up by cells via receptor-mediated clathrin-dependent endocytosis [44–49]. In contrast, our data indicate that VLDL is taken up by macrophages via caveolae-mediated endocytosis. Specifically, we observed that genistein markedly reduced lipid accumulation in macrophages treated with VLDL-sized emulsion particles, whereas cholopromazine had no effect. Gene silencing of *CAV1* and especially *CAV2* also markedly reduced lipid accumulation in VLDL-treated macrophages. The difference in the type of endocytosis mediating the uptake of LDL and VLDL might be explained by the different sizes of the 2 types of particles or by differences in the composition of the lipid cargo [50]. Interestingly, previous studies found that CAV1 is enriched in lipid droplet fractions of endothelial cells and adipocytes [51,52]. It can be hypothesized that in macrophages, part of the CAV1 is similarly associated with lipid droplets, which might imply that the role of caveolins in lipid processing in macrophages may go beyond endocytosis.

The internalization and subsequent breakdown of pathogens, apoptotic cells, or particles such as lipoproteins burden the macrophage with potentially toxic macromolecules that must either be metabolized or expelled [53]. For example, internalized cholesterol can either be esterified to fatty acids and stored or it can be exported out of the macrophages via ABCA1 to apolipoprotein A-I to produce precursors for HDL particles. Through these mechanisms, macrophages are able to limit the toxic effects of excessive free cholesterol levels on the cell membrane. Similar to cholesterol, elevated intracellular levels of free fatty acids can also be damaging to cells. To restrict this lipotoxicity, macrophages and other cells are able to convert fatty acids into TG as well as use the fatty acids as fuel. However, in contrast to cholesterol, there is very little evidence in the literature that macrophages export fatty acids. Lindqvist and colleagues showed that the presence of bovine serum albumin in the culture medium markedly decreased TG content in lipid-laden macrophages, raising the suggestion that macrophages are capable of mobilizing its stored TG [30]. Consistent with this notion, we found that macrophages loaded with VLDL-sized emulsion particles release fatty acids into the medium. Moreover, we observed that this process was impaired by inactivation of LAL and NPC1. At this stage, it is unclear if extracellular fatty acid efflux is dependent on the fusion of the lysosomes with the plasma membrane or requires fatty acid transport through the cytoplasm. Since NPC1 was specifically dismissed as fatty acid transporter [54], the decreased fatty acid release upon NPC1 inactivation is probably secondary to impaired lysosomal lipolysis due to lysosomal accumulation of cholesterol, rather than reflecting a direct role of NPC1 as fatty acid transporter. Previously, it was suggested that lipid-laden macrophages may release fatty acids via the action of a nonlysosomal (presumably cytoplasmic) neutral triglyceride lipase [55]. Based on our data, we cannot exclude that the increase in fatty acid release upon NPC1 silencing was dependent on TG storage in lipid droplets and ATGL-mediated lipolysis prior to the release of the fatty acids into the medium.

Similar to our data, Mashek and colleagues recently found that fatty acids liberated by lipophagy in lysosomes can be transported out of hepatocytes and suggested that the effluxed fatty acids may be available for uptake by the same cell [56]. Based on our data, it is impossible to say whether the extracellular efflux of lysosome-derived fatty acids is needed for the storage of VLDL-TG in macrophages via re-uptake of the fatty acids. One could wonder about the rationale for exporting fatty acids from the cell if most of the fatty acids are re-taken up. Rather, the efflux of fatty acids may be a mechanism to rid the macrophage of excess fatty acids acquired via endocytosis and phagocytosis. It can be speculated that the fatty acids released by macrophages may be used as fuel by neighboring cells, similar as has been suggested for endothelial cells [52].

StAR-related lipid transfer domain-3 (STARD3) is a sterol-binding protein that promotes sterol transport by creating ER–endosome contact sites [57]. We found that STARD3 is involved in the transfer of VLDL-derived fatty acids from the lyso/endosome to the ER. Whether STARD3 directly binds fatty acids or stimulates transport by creating membrane contact sites requires further study. Our data suggest that in contrast to NPC1, STARD3 does not promote the extracellular efflux of fatty acids. NPC1 and STARD3 thus have distinct roles in the transport of VLDL-derived fatty acids from the lysosome to other (extra)cellular compartments.

Our key findings on the uptake and intracellular processing of VLDL-sized emulsion particles in macrophages were reproduced when using the larger CHYL-sized emulsion particles, suggesting that TRL are processed through a common mechanism. However, it should be noted that the range in particle sizes of our artificial CHYL-sized emulsion particles is smaller than that of human chylomicrons. Accordingly, it cannot be excluded that human chylomicrons are also taken up via other mechanisms, such as micropinocytosis. Previous in vitro studies already found large similarities in the mechanism of VLDL and chylomicron uptake and degradation by macrophages, showing among other things that macrophages are able to take up intact VLDL and chylomicron particles [30,36]. The in vivo relevance of uptake of chylomicrons by macrophages is likely limited. In contrast to VLDL and its remnants, chylomicrons are not able to penetrate the arterial wall to be taken up by macrophages. One specific location where chylomicrons do get in direct contact with macrophages is in the mesenteric lymph nodes, where excessive uptake of chylomicrons can lead to the formation of giant macrophage foam cells, as observed in ANGPTL4-deficient mice on a high fat diet [58].

Our study also has limitations. First, most of our experiments were conducted with artificial TG-rich emulsion particles. These VLDL-mimicking particles were generated with a microfluidizer using casein as emulsifier. It should be noted, though, that our key findings were verified with human VLDL. In addition, our data on the role of LPL in VLDL-TG uptake are fully consistent with previous studies that used human VLDL. The similarity in the mechanism of uptake of human VLDL and artificial VLDL-sized emulsion particles containing casein as emulsifier suggests that macrophages recognize TRL particles on the basis of size and/or lipid content rather than a specific protein component. A second limitation of our study is that the TG in VLDL-sized emulsion particles were not radioactively or fluorescently labeled. Consequently, we cannot fully exclude that part of the stored lipids may be endogenously synthesized by the macrophage in response to treatment with VLDL-sized emulsion particles. However, this contribution likely is small. In the future and when available, fluorescently labeled TG could be incorporated into the VLDL-sized emulsion particles to enable direct intracellular visualization of exogenous lipids.

In conclusion, our data suggest that the uptake of TRL-derived TG by macrophages is mediated by the lipid-binding function of LPL. After binding to LPL, TRL-TG are taken up by caveolin-mediated endocytosis, followed by LAL-catalyzed hydrolysis in the lysosomes. Subsequent processing of TRL-derived fatty acids toward storage requires the proteins NPC1, which was found to promote the extracellular efflux of fatty acids from lysosomes, and STARD3, which is involved in the transfer of lysosomal fatty acids to the ER for subsequent storage as TG. Our data provide key new insights into how macrophages take up and process TRL.

## Methods

### Preparation of VLDL- and chylomicron-sized lipid emulsions

The VLDL- and chylomicron-sized lipid emulsions were prepared with commercial sunflower oil (Gwoon, the Netherlands) with a microfluidizer at pressures of 400 bar and 1,200 bar, respectively, for 5 cycles. Sodium caseinate (purity 97%, Excellion, FrieslandCampina, the Netherlands) was used as an emulsifier. Caseinate was solubilized in PBS overnight at 4°C to a final concentration of 1% (w/w). Before making the nano-emulsions, 10% sunflower oil mixed with caseinate solution was pre-emulsified using an IKA Ultra turrax for 1 minute at 10,000 rpm/min. The size of the droplets was measured using a Mastersizer 3000 (Malvern Panalytical, United Kingdom).

### Cell culture

#### RAW 264.7 macrophages

RAW 264.7 macrophages were cultured in DMEM supplemented with 10% FCS and 1% p/s. Cells were seeded at a density of 52,000 cells/cm^2^ and cultured overnight before treatment with emulsions for 6 hours.

### Human buffy-coat primary macrophages

#### PBMC isolation

Human buffy-coat blood was obtained from Sanquin, the Netherlands. Briefly, 25 ml of buffy-coat blood diluted 1:1 with PBS was added to 50 ml Leucosept tubes containing 15 ml of Ficoll-Paque followed by centrifugation for 15 minutes at 800 RCF at room temperature. Afterwards, the PBMC layer was collected and washed with cold PBS for 3 times. Approximately 70 μM cell strainers were used to remove clumps/fat residues.

#### Monocytes isolation

Moncytes were isolated by MojoSort CD14 positive selection kits (Biolegend, California, United States) and LS columns (Miltenyi Biotec, Bergisch Gladbach, Germany). Briefly, 10 μl CD14 Nanobeads (10× pre-diluted in MACS buffer (PBS + 0.5% BSA + 2 mM EDTA)) and 90 μl MACS buffer were added per 1 × 10^7^ PBMCs and incubated at 4°C for 15 minutes (gently mixed every 5 minutes). Afterwards, the monocytes were separated by LS columns using a Miltenyi QuadroMACS Separator.

Isolated cells were cultured in RPMI medium supplemented with 10% FCS, 1% GlutaMax, and 1% p/s at a density of 1 × 10^6^ cells/ml. Approximately 5 ng/ml of granulocyte-macrophage colony-stimulating factor (GM-CSF; Miltenyi) was used to differentiate monocytes into macrophages. After full differentiation, cells were seeded at a density of 100,000 cells per cm^2^ for siRNA assay and 150,000 cells per cm^2^ for the other assays.

### Inhibitors and heparin assay

Cells were pre-incubated with chemical inhibitors (30 μM of Lalistat 2, 0.2 μM of GSK264220A, 200 μM of genistein, 10 μg/ml of chlorpromazine, 5 μM of U18666A) for 1 hour and then continuously treated with lipid emulsions for 6 hours.

For the heparin assay, cells were treated with 50 UI/ml of heparin for 2 hours, followed by 2 times washing with PBS. Emulsions were subsequently added to the cells together with the same concentration of heparin.

Human LPL F:1 (Santa Cruz Biotechnology, California, USA) and 5D2 antibodies were added to the cell culture medium 2 hours prior to emulsion loading at the concentration of 2 μg/ml (1:100 dilution).

Genistein, Lalistat 2, chlorpromazine, and heparin were obtained from Sigma-Aldrich, Missouri, USA. GSK264220A was from Tocris (bio-techne), Abingdon, UK. LPL 5D2 antibody was contributed by Dr. Anne Beigneux, Department of Medicine, David Geffen School of Medicine, UCLA, USA.

### Free fatty acids assay

For functional study of NPC1 and STARD3, GM-CSF-derived macrophages were loaded with VLDL-sized emulsion particles. After washing the cells twice with PBS, the medium was refreshed and cells were left for 16 hours. Then, medium was collected for assessment of free fatty acids using the free fatty acids kit (Instruchemie, the Netherlands) following the manufacturer’s instructions.

### Quantitive RT-PCR

Total RNA was isolated using TRizol Reagent (Thermo Fisher Scientific, Massachusetts, USA). cDNA was synthesized using iScript cDNA Sythesis Kit (Bio-Rad Laboratories, California, USA) following the manufacturer’s protocol. Real-time polymerase chain reaction (RT-PCR) was performed on the CFX 384 Touch Real-Time detection system (Bio-Rad Laboratories, California, USA), using the SensiMix (BioLine, London, UK) protocol for SYBR green reactions. Mouse/human 36B4 expression was used for normalization.

### Immunoblotting

The cell lysates were prepared using RIPA Lysis and Extraction Buffer (Thermo Fisher Scientific, Massachusetts, USA) or with self-prepared NP40 lysis buffer (50 mM Tris-HCl (pH 8.0), 0.5% NP40, 150 mM NaCl, 5 mM MgCl_2_) for cell membrane-binding proteins (LPL, Caveolin 1) and quantified with Pierce BCA Protein Assay Kit Buffer (Thermo Fisher Scientific, Massachusetts, USA). The cell lysates were separated by electrophoresis on pre-cast 4% to 15% polyacrylamide gels and transferred onto nitrocellulose membranes using a Trans-Blot Semi-Dry transfer cell (Bio-Rad Laboratories, California, USA), blocked in 5% skim milk in TBS-T (TBS buffer supplied with 1‰ TWEEN 20) and incubated with LPL antibody (F:1), caveolin-1 antibody (4H312), STARD3 antibody (H-1) (sc-166215) (Santa Cruz Biotechnology, Texas, USA), and NPC1 antibody (ab134113) (Abcam, Cambridge, UK) overnight at 4°C. Secondary antibody incubation was performed at room temperature for 1 hour. HSP90 was used for normalization (antibody was purchased from Cell Signaling Technology, Massachusetts, USA). Images were gained using the ChemiDoc MP system (Bio-Rad Laboratories, California, USA).

### RNAseq analysis

Cells were treated with 1 mM VLDL-sized or chylomicron-sized lipid emulsions for 6 hours and harvested for total RNA isolation. The experiments were performed in both biological and technical triplicates. Samples of each condition from 1 experiment were pooled. Transcriptome analysis by RNA-sequencing was performed by BGI Hong Kong Company Limited (Hong Kong) following a standard protocol. In brief, RNA samples were prepared using RNeasy Mini Kit (Qiagen, Hilden, Germany) following the manufacturer’s instructions. Samples were then shipped to BGI for library construction and RNA sequencing runs on the BGISEQ-500 platform [59]. Genomic DNA was removed with 2 digestions using Amplification grade DNAse I (Invitrogen, USA). The RNA was sheared and reverse transcribed using random primers to obtain cDNA, which was used for library construction. The library quality was determined by using Bioanalyzer 2100. Thereafter, the library was used for 150-bp paired-end sequencing on the BGISEQ-500 sequencing platform. All the generated raw sequencing reads were filtered, by removing reads with adaptors, reads with more than 10% of unknown bases, and low-quality reads. Clean reads were then obtained and stored as FASTQ format.

The RNA-seq reads were used to quantify transcript abundances. To this end, the tool Salmon (version 0.14.1) [60] was used to map the reads to the GRCm38.p6 mouse genome assembly-based transcriptome sequences as annotated by the GENCODE consortium (release M22) [61]. The obtained transcript abundance estimates and lengths were then imported in R using the package tximport, scaled by average transcript length and library size, and summarized on the gene level. Such scaling corrects for bias due to correlation across samples and transcript length and has been reported to improve the accuracy of differential gene expression analysis [62]. Differential gene expression was determined using the package limma [63] utilizing the obtained scaled gene-level counts. Briefly, before statistical analyses, nonspecific filtering of the count table was performed to increase detection power, based on the requirement that a gene should have an expression level greater than 10 counts, i.e., approximately 0.45 count per million reads (cpm) mapped, for at least 3 libraries across all 9 samples. 

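In the deposited table, a count of 10 corresponded to a median of 0.442 cpm across the 9 libraries. The filter left 12637 of 54432 genes, which held 99.9% of all counts, and removed 41795, of which 28778 had no count in any library. Without the filter, 25588 genes with at least 1 count entered the test and 3972 had an adjusted p under 0.05 for VLDL-sized particles (limma-voom).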

Differences in library size were adjusted by the trimmed mean of M-values normalization method [64], implemented in the package edgeR [65]. Counts were transformed to log2 (cpm) values and associated precision weights and entered into the limma analysis pipeline [66]. Differentially expressed genes were identified by using generalized linear models that incorporate empirical Bayes methods to shrink the standard errors toward a common value, thereby improving testing power [67]. All sequencing data have been submitted to the Gene Expression Omnibus (GEO) and are available under accession number GSE203250.

### Confocal imaging

Cells were seeded and treated in μ-Slide 8 Well Glass plates (ibidi GmbH, Planegg, Germany) and visualized with Leica SP8-SMD confocal microscope (Leica Microsystems, Wetzlar, Germany) equipped with a 63 × 1.20 NA water-immersion objective lens. Images were acquired using 1,024 × 1,024 pixels with the pinhole set at 1 airy unit (AU). Excitation of the fluorescent probes was performed using white light laser (WLL, 50% laser output). Fluorescent emission was detected using an internal hybrid (HyD) detector. At least 3 entire images and 3 single-cell images were taken for each replicate. The experiments are a minimum of 2 biological duplicates.

Lipid droplet accumulation was measured on 3.7% formaldehyde fixed cells after 20-minute incubation with 2 μg/ml BODIPY 493/503 (Thermo Fisher Scientific, Massachusetts, USA) and mounted with Vectashield-H anti-fade medium (Vector Laboratories, California, USA). The WLL laser line (488 nm) was set at a laser power of 2.5%, and emission was detected selecting a spectral window of 505 to 550 nm.

ER was stained in live cells using ER Staining Kit—Red Fluorescence—Cytopainter (ab139482) (Abcam, Cambridge, UK) following the manufacturer’s protocol. The principle of the stain reagent provided by the manufacturer is binding to the sulphonylurea receptors of ATP-sensitive K+ channels, which are prominent on the ER. Briefly, cells were stained with 1.5 μl/ml Detection Reagent and cultured with colorless DMEM for 45 minutes at 37°C before detection by microscopy. The WLL laser line (596 nm) was set at a laser power of 5%, and emission was detected selecting a spectral window of 670 to 720 nm.

Lysosome were stained in live cells using LysoTracker Deep Red (Thermo Fisher Scientific, Massachusetts, USA) following the manufacturer’s protocol. The LysoTracker probes consist of a fluorophore linked to a weak base that is only partially protonated at neutral pH. This allows LysoTracker probes to freely permeate cell membranes, enabling them to label live cells. LysoTracker probes are highly selective for acidic organelles. Briefly, cells were stained with 75 nM fluorescence probe and cultured with colorless DMEM for 60 minutes at 37°C before detection by microscopy. The WLL laser line (647 nm) was set at a laser power of 5%, and emission was detected selecting a spectral window of 670 to 720 nm.

Early endosomes were stained by CellLight Early Endosomes-RFP, BacMam 2.0 Kit (Thermo Fisher Scientific, Massachusetts, USA). In brief, cells were incubated overnight with 40 μl/ml CellLight reagent, fixed with 3.7% formaldehyde, and mounted with Vectashield-H anti-fade medium. The WLL laser line (555 nm) was set at a laser power of 5%, and emission was detected selecting a spectral window of 565 to 700 nm. Human primary macrophages for co-staining assays were cultured overnight in fresh medium after the lipid treatment to allow for sufficient intracellular lipid transportation.

When performing co-staining of neutral lipids with ER, 2μg/ml BODIPY 493/503 and 1.5 μl/ml ER Detection Reagent were mixed in 1× Assay Buffy (equipped in ER kit). For lipid droplets-lysosome co-staining, the reagents were mixed in colorless DMEM. The co-staining duration followed the requirement of ER staining or lysosome staining.

All staining operations and confocal imaging were protected from light as much as possible.

### Flow cytometry analysis

Human primary macrophages (GM-CSF) were seeded in 24-well plates with a density as previously described and treated with 0.5 mM lipid emulsions for 6 hours. Approximately 1 μg/ml BODIPY 493/503 was used for cellular lipid droplet staining. After 20 minutes of incubation with BODIPY at 37°C, cells were twice washed with PBS and then trypsinized. Samples were measured on a CytoFLEX cytometer (Beckman Coulter, Indianapolis, USA), and data were analyzed by FlowJo (BD, Oregon, USA).

### siRNA gene knock down assay

Silencing of *LPL*, *CAV1*, *CAV2*, *NPC1*, and *STARD3* in GM-CSF buffy coat human macrophages was carried out using ON-TARGETplus siRNA SMARTpool kits (Horizon Discovery Research company, Waterbeach, UK) following the instructions of the manufacturer. Briefly, GM-CSF macrophages were seeded in the desired plates at the density specified before and cultured overnight. Approximately 50 nM of siRNA was applied together with Lipofectamine RNAiMAX Transfection Reagent (Thermo Fisher Scientific, Massachusetts, USA) for 48 hours. Real time-qPCR and immunoblotting were used to assess the transfection efficiency. The sequences of the siRNAs are listed in S1 Table.

### Statistical analysis

Data are presented as mean ± SD. Data analysis were performed using unpaired Student *t* test. GO cellular components analysis was completed by Enrichr [68–70]. All other plots on transcriptome data were generated by Graphpad Prism 8.

## Supporting information

S1 Raw Data Checklist Locations of raw data of figures in the paper. (XLSX) Click here for additional data file.

S1 Raw Images Original blots for the western blotting figures in the paper. (PDF) Click here for additional data file.

S1 Raw Data Original data of qPCR data, image J quantification, and other graphs. (ZIP) Click here for additional data file.

S1 Table Target sequences for siRNA used in the study. (DOCX) Click here for additional data file.

S1 Fig Silencing of LPL, CAV1, and CAV2 modulated the expression of cytokines altered by lipid treatment. Human primary macrophages were treated with 1 mM VLDL-sized emulsion particles for 24 hours. The bar graphs were plotted as mean ± SD. Asterisk indicates significantly different in the marked comparisons according to Student *t* test. *p < 0.05, **p < 0.01. (The raw data can be found in “S1 Raw Data”.)
(TIF) Click here for additional data file.

S2 Fig Neutral lipids retained in lysosomes after inhibiting lysosomal acid lipase. The figure illustrates single channel images of co-staining of lysosome (red) and neutral lipids (BODIPY 493/503, green) in human macrophages in the presence or absence of 30 μM Laslistat 2 (*n* = 6). Cells were treated with 0.5 mM VLDL-sized emulsion particles for 24 hours. Before imaging, cells were washed twice with PBS and cultured in fresh medium for 24 hours.
(TIF) Click here for additional data file.

S3 Fig Neutral lipids retained in lysosomes of siNPC1-treated human primary macrophages. The figure illustrates single channel images of co-staining of lysosome (red) and neutral lipids (BODIPY 493/503, green) in human macrophages treated with siCTRL or siNPC1 for 72 hours, followed by treatment with 0.5 mM VLDL-sized emulsion particles for 24 hours (*n* = 6). Before imaging, cells were washed twice with PBS and cultured in fresh medium for 24 hours.
(TIF) Click here for additional data file.

S4 Fig Increased lipid accumulation in lysosomes by STARD3 silencing. The figure presents single channel images for co-staining of lysosomes (red) and neutral lipids (BODIPY 493/503, green) in human macrophages treated with siCTRL or siSTARD3 for 48 hours and followed by treatment with 0.5 mM VLDL-sized emulsion particles for 24 hours (*n* = 6). Before imaging, cells were washed twice with PBS and cultured in fresh medium for 24 hours.
(TIF) Click here for additional data file.

S5 Fig STARD3 silencing impairs accumulation of neutral lipids in the ER. The figure presents single channel images for co-staining of ER (red) and neutral lipids (BODIPY 493/503, green) in human macrophages treated with siCTRL or siSTARD3 for 48 hours followed by treatment with 0.5 mM VLDL-sized emulsion particles for 24 hours (*n* = 6).
(TIF) Click here for additional data file.

S6 Fig CHYL-sized emulsion particles promote lipid accumulation in cultured macrophages. (a) The particle size distribution of CHYL-sized emulsion particles as determined by mastersizer 3000. (b) Mean fluorescence intensity (FITC-A) measured by flow cytometry of mouse RAW 264.7 macrophages treated with 1 mM CHYL-sized emulsion particles for 6 hours (*n* = 3). (c) mRNA expression of lipotoxic marker genes in RAW 264.7 macrophages. Bar graphs were plotted as mean ± SD. Statistical significance was analysed using 2-way ANOVA; *p < 0.05, **p < 0.01, ***p < 0.001, ***p < 0.0001. (The FACS data are available under repository ID FR-FCM-Z5K3. The raw data of bar graphs can be found in “S1 Raw Data”.)
(TIF) Click here for additional data file.

S7 Fig LPL mediates uptake of CHYL-sized emulsion particles in cultured macrophages. (a) BODIPY 493/503 staining of intracellular neutral lipids in RAW 264.7 macrophages treated with 1 mM CHYL-sized emulsion particles for 6 hours in the presence or absence of 50 UI/ml human heparin (*n* = 6). (b) Quantification of the fluorescence images by ImageJ (*n* = 4). (c) BODIPY 493/503 staining of intracellular neutral lipids in human macrophages treated with siCTRL or siLPL for 48 hours followed by treatment with 0.5 mM CHYL-sized emulsion particles for 6 hours (*n* = 6). (d) Mean fluorescence intensity quantified by flow cytometry (*n* = 3). (e) mRNA expression of selected lipid-sensitive genes. (f) BODIPY 493/503 staining of intracellular neutral lipids in human macrophages treated with siCTRL or siLPL for 48 hours followed by treatment with 0.5 mM human plasma isolated CHYL for 6 hours (*n* = 6). (g) Mean fluorescence intensity quantified by Image J (*n* ≥ 4). The bar graphs were plotted as mean ± SD. Asterisk indicates significantly different from control according to Student *t* test. *p < 0.05, **p < 0.01, ***p < 0.001. (The FACS data are available under repository ID FR-FCM-Z5KY. The raw data of bar graphs can be found in “S1 Raw Data”.)
(TIF) Click here for additional data file.

S8 Fig The C-terminal portion of LPL mediates uptake of CHYL-sized emulsion particles in cultured macrophages. (a) BODIPY 493/503 staining of RAW 264.7 macrophages treated with 1 mM CHYL-sized emulsion particles for 6 hours in the presence or absence of 0.2 μM of the catalytic LPL inhibitor GSK264220 (*n* = 6). (b) Mean fluorescence intensity quantified by Image J (*n* ≥ 4). (c) BODIPY 493/503 staining of human primary macrophages treated with 0.5 mM CHYL-sized emulsion particles for 6 hours in the presence or absence of antibody F1 targeting the N-terminal portion of LPL (2 μg/ml) (*n* = 6). (d) Mean fluorescence intensity quantified by Image J (*n* ≥ 4). (e) BODIPY 493/503 staining of human primary macrophages treated with 0.5 mM CHYL-sized emulsion particles for 6 hours in the presence or absence of antibody 5D2 targeting the C-terminal portion of LPL (2 μg/ml) (*n* = 6). (f) Mean fluorescence intensity quantified by Image J (*n* ≥ 4). The bar graphs were plotted as mean ± SD. Asterisk indicates significantly different from control according to Student *t* test. ****p < 0.0001. (The raw data of bar graphs can be found in “S1 Raw Data”.)
(TIF) Click here for additional data file.

S9 Fig CHYL-sized emulsion particles are taken up by macrophages via caveola-mediated endocytosis. (a) Early endosome staining of RAW 264.7 macrophages treated with 1 mM of CHYL-sized emulsion particles for 6 hours (*n* = 6). (b) BODIPY 493/503 staining of RAW 264.7 macrophages treated with 1 mM CHYL-sized emulsion particles for 6 hours in the presence or absence of 10 μg/ml chlorpromazine or 200 μM genistein (*n* = 6). (c) Mean fluorescence intensity quantified by Image J (*n* = 6). (d) BODIPY 493/503 staining of human primary macrophages treated with 0.5 mM CHYL-sized emulsion particles for 6 hours in the presence or absence of 200 μM genistein (*n* = 6). (e) Mean fluorescence intensity quantified by Image J (*n* = 3). The bar graphs were plotted as mean ± SD. ***p < 0.001. (The raw data of bar graphs can be found in “S1 Raw Data”.)
(TIF) Click here for additional data file.

S10 Fig Silencing of Caveolin 1 and 2 impairs uptake of CHYL-sized emulsion particles by macrophages. (a) BODIPY 493/503 staining of human macrophages treated with siCTRL, siCAV1, or siCAV2 for 48 hours followed by treatment with 0.5 mM CHYL-sized emulsion particles for 6 hours (*n* = 6). (b) Mean fluorescence intensity quantified by flow cytometry (*n* = 3). (c) BODIPY 493/503 staining of human macrophages treated with siCTRL, siCAV1, or siCAV2 for 48 hours followed by treatment with 0.5 mM human plasma-isolated CHYL for 6 hours (*n* = 6). (d) Mean fluorescence intensity quantified by Image J (*n* = 4). The bar graphs were plotted as mean ± SD. Asterisk indicates significantly different from control according to Student *t* test. *p < 0.05. (The FACS data are available under repository FR-FCM-Z5JV and FR-FCM-Z5KZ. The raw data of bar graphs can be found in “S1 Raw Data”.)
(TIF) Click here for additional data file.

S11 Fig TG in CHYL-sized emulsion particles are degraded by lysosomal acid lipase. (a) BODIPY 493/503 staining of human macrophages treated with 0.5 mM CHYL-sized emulsion particles for 6 hours in the presence or absence of 30 μM Lalistat 2 (*n* = 6). (b) Mean fluorescence intensity quantified by Image J (*n* = 6). (c) Heatmaps showing changes in the expression of genes involved in lysosome activity in RAW 264.7 macrophages treated with 0.5 mM CHYL-sized emulsion particles for 6 hours (*p* < 0.01, SLR > 1). Scale bar depicts SLR. (The raw data of RNA-sequencing are available under accession number GSE203250. Other data can be found in “S1 Raw Data”.)
(TIF) Click here for additional data file.

## Abbreviations

AU: airy unit
ER: endoplasmic reticulum
GEO: Gene Expression Omnibus
LAL: lysosomal acid lipase
LPL: lipoprotein lipase
NPC2: Niemann–Pick type C2
RT-PCR: real-time polymerase chain reaction
siRNA: small interfering RNA
SLR: signal log ratio
TG: triglyceride
TRL: TG-rich lipoprotein
VLDL: very low-density lipoprotein
WLL: white light laser

# Supplementary material for: Macrophages take up VLDL-sized emulsion particles through caveolae-mediated endocytosis and excrete part of the internalized triglycerides as fatty acids
**Source:** PLoS Biol. 2022 Aug 26;20(8):e3001516. doi: 10.1371/journal.pbio.3001516
**Supplement:** S1 Raw Images

# Original blots

RAW blot Fig 2a

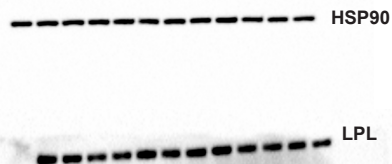

Loading order: CTRL/Heparin/VLDL-sized/  
CHYL-sized/VLDL-sized+heparin/  
CHYL-sized+heparin  
(in biological duplicates)

RAW blot Fig 2d

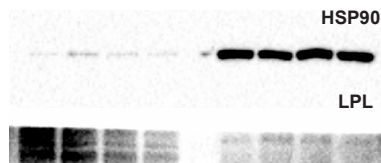

Loading order: siCTRL/si LPL (pellet)  
siCTRL/siLPL (supernant)  
(in biological duplicates)

RAW blot Fig 5a

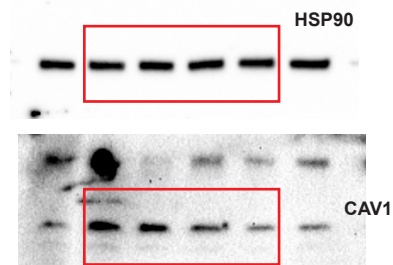

Loading order: siCTRL/si CAV1  
(in biological duplicates)

RAW blot Fig 7d

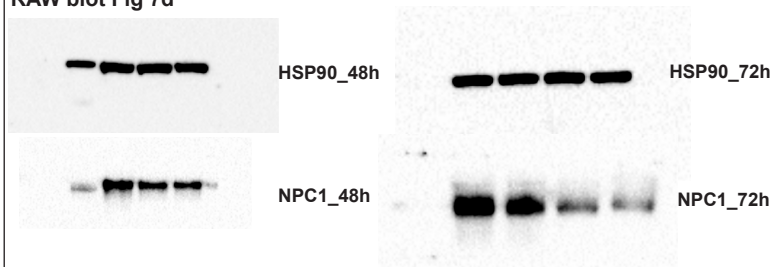

Loading order: siCTRL/si NPC1  
(in biological duplicates)

RAW blot Fig 8b

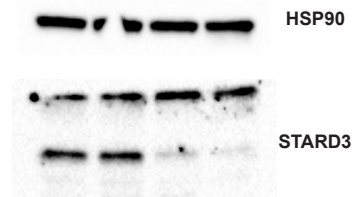

Loading order: siCTRL/si STARD3  
(in biological duplicates)

# Supplementary material for: Macrophages take up VLDL-sized emulsion particles through caveolae-mediated endocytosis and excrete part of the internalized triglycerides as fatty acids
**Source:** PLoS Biol. 2022 Aug 26;20(8):e3001516. doi: 10.1371/journal.pbio.3001516
**Supplement:** S1 Table

**Table S1 Target sequences for siRNA used in the study**

| **siRNA** | **Contents** | **Target Sequence** |
| --- | --- | --- |
| ON-TARGETplus Human CAV1 (857) siRNA - SMARTpool | siRNA J-003467-06 | CUAAACACCUCAACGAUGA |
|  | siRNA J-003467-07 | GCAAAUACGUAGACUCGGA |
|  | siRNA J-003467-08 | GCAGUUGUACCAUGCAUUA |
|  | siRNA J-003467-09 | GCAUCAACUUGCAGAAAGA |
| ON-TARGETplus Human CAV2 (858) siRNA - SMARTpool | siRNA J-010958-05 | AGAUUGGGAUACUGUAAUA |
|  | siRNA J-010958-06 | GUAAAGACCUGCCUAAUGG |
|  | siRNA J-010958-07 | GUAGGACGAUGCUUCUCUU |
|  | siRNA J-010958-08 | UAUCAUUGCUCCAUUGUGU |
| ON-TARGETplus Human STARD3 (10948) siRNA - SMARTpool | siRNA J-017665-05 | GCGCAGGGACCGAUACUUG |
|  | siRNA J-017665-06 | GGCAAGACGUUUAUCCUGA |
|  | siRNA J-017665-07 | CAAGGGACUUCGUGAAUGU |
|  | siRNA J-017665-08 | GGAUGGUGCUGUGGAACAA |
| ON-TARGETplus Human NPC1 (4864) siRNA - SMARTpool | siRNA J-008047-05 | GGACAACUAUACCCGAAUA |
|  | siRNA J-008047-06 | GAAGAAAGCCCGACUUAUA |
|  | siRNA J-008047-07 | GCGAACGGCUUCUAAAUUU |
|  | siRNA J-008047-08 | GAUGAGACCAAUUGUGAUA |
| ON-TARGETplus Human LPL (4023) siRNA - SMARTpool | siRNA J-008970-05 | GCAGGAAGUCUGACCAAUA |
|  | siRNA J-008970-06 | CAUGACAAGUCUCUGAAUA |
|  | siRNA J-008970-07 | CCUACAAAGUCUUCCAUUA |
|  | siRNA J-008970-08 | GGGCUCUGCUUGAGUUGUA |

How the deposited data were processed for this re-analysis (not part of the article)

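RNAseq was measured in 9 libraries of RAW264.7 cells: 3 control, 3 treated with VLDL-sized and 3 with CHYL-sized emulsion particles at 1 mM for 6 hours. Conditions and replicate numbers were taken from the sample labels and the methods. All columns of the table were assigned to a library.

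The authors deposited an estimated count per gene, made with Salmon and summarized to genes with tximport. The methods state a scaling by transcript length and library size; the deposited values looked unscaled, with 58.3% of those above 10 being whole numbers, so the scaled counts behind the paper's heatmaps were not used here. For edgeR and DESeq2 the estimated counts were rounded to whole numbers. Gene symbols were matched for 54346 of the 54432 gene identifiers. Coordinates and transcript lengths came from a GENCODE annotation of GRCm38. Genes that share sequence with a paralog are uncertain where the reads could be split between them.

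Genes with more than 10 counts in at least 3 libraries were tested (12637) with limma 3.58.1 after TMM normalization with edgeR 4.0.16 in R 4.3.3, voom weights and Benjamini-Hochberg adjustment. The filter, TMM normalization, weights and limma are those that the methods describe, but the methods apply them to the scaled counts. The 3 comparisons were each particle against control and VLDL-sized against CHYL-sized, all from one model of the 9 libraries, without a replicate block. Means and SDs are of cpm over 3 libraries. Depth was 22393893 to 22856792 counts per library, and folds against a group with at most 3 counts in every library are given as lower limits. Lists of genes were tested with camera (preset inter-gene correlation 0.01), with fry and with an estimated correlation, adjusted over the 10 lists of a comparison.

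The 10 lists were written from general knowledge before the data were examined: cholesterol biosynthesis, fatty acid synthesis, LXR targets, PPAR lipid targets, ATF4 and CHOP targets, ATF6 and XBP1 chaperones, NRF2 targets, interferon-stimulated genes, lysosome and cell cycle. They overlap the panels of the paper in part. The genes named are those the paper shows or names, the genes of the lists, and in each comparison the 5 largest rises and the 5 largest falls among genes with an adjusted p under 0.05, an absolute log2 fold change over 1, a mean of at least 50 counts in the higher group and no overlap between the groups. *Actb* and *Rplp0* fall outside this rule and were chosen after their values were seen.

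Groups share replicate numbers. Same-numbered libraries of the VLDL-sized and control groups deviated together from their group means, with correlations of 0.14, 0.13 and 0.29 across genes for replicates 1, 2 and 3, all over 0.1. Among replicates 1 and 2, libraries with different numbers gave 0.12 (control 1 with VLDL-sized 2) and 0.012 (control 2 with VLDL-sized 1). The methods say that the samples of each condition from 1 experiment were pooled, and that there were biological triplicates, but not that a number marks a shared experiment.

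The steps were tested on counts simulated from the real means and library sizes with 200 genes changed in the VLDL-sized comparison: limma-voom recovered 95.5% of them over 12395 genes with 6 false calls and no wrong direction. For CHYL-sized against control, with 100 genes changed, it recovered 94% with 10 false calls among 104. For VLDL-sized against CHYL-sized, with 100 genes changed, it recovered 95% with 8 false calls among 103. Each simulated change was 1 on the log2 scale, in genes with over 50 expected counts. The shift shared by the replicate 3 libraries was not simulated. These shares therefore say nothing about the recovery of smaller changes. Unchanged groups were simulated 50 times against the shared controls. Alternatives set before the data were examined were edgeR's quasi-likelihood test, DESeq2 1.42.0, limma-trend with a prior count of 2, library size only, upper-quartile normalization, no filter, a stricter filter, only the groups compared, a replicate block and each replicate left out in turn. A batch term for replicate 3 and the removal of replicate 3 were added after the libraries had been seen.

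The SLRs of the heatmaps were obtained by matching the colour of each cell to the colour scale, which gives a precision of about 0.1. The GO gene sets used by the paper were not used here.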

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

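Library size only was an alternative set before the data were examined, but its use as a test of these patterns was chosen after the results were seen. The test without the replicate 3 libraries was also chosen then. How to read the test of a larger effect on all genes alike was settled after its value was seen. In each paragraph, 3 medians follow the word tests: after a spline fit on transcript length, GC content and expression level was subtracted, with library size only, and without the replicate 3 libraries.

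The targets of NRF2, a list the paper does not discuss, rose after VLDL-sized particles by a median log2 fold change of 1.92, with 22 of 22 genes higher, 7 of which are in the heatmaps. The tests gave 1.79, 1.83 and 1.94, and 1.69, 1.71 and 1.81 for CHYL-sized particles, all past camera's threshold, which argues against each of these trends as the whole cause. The list also passed with fry (adjusted p = 1.0e-06) and with an estimated inter-gene correlation (adjusted p = 0.044). A candidate explanation is a response to oxidized or electrophilic lipid; neither NRF2 activity nor oxidation of the particles was tested.

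Genes the paper does not discuss were also among the largest changes against control. *Gsta3* rose by 6.27 on the log2 scale and *Nqo1* by 5.03, both from a mean of at most 4 counts in control. The fitted log2 fold change of *Fosl1* was 5.67, a value that depends on the prior count because its control libraries held at most 3 counts; the rise was at least 19.7-fold. The log2 fold changes of *Scd2*, *Scd1*, *Elavl4* and *Maf* were -3.16, -3.05, -2.92 and -2.91. Reads shared with a paralog stay open for *Gsta3*, *Scd1* and *Scd2*; this was not tested.

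The fatty acid synthesis list had a median of -0.83, with 12 of 12 genes lower, and of -0.85 after CHYL-sized particles; the tests gave -0.88, -0.92 and -0.93. The LXR targets had a median of -0.37, with 6 of 9 genes lower, and of -0.38 after CHYL-sized particles; the tests gave -0.36, -0.46 and -0.37, but with an estimated inter-gene correlation the list did not pass (adjusted p = 0.18). *Abca1* had a log2 fold change of -1.34 (standard error 0.17, adjusted p = 1.7e-04).

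Interferon-stimulated genes had a median of -0.70, with 19 of 19 lower, and of -0.50 after CHYL-sized particles. The tests gave -0.69, -0.80 and -0.64; with an estimated correlation the list did not pass (adjusted p = 0.12). Cell cycle genes had a median of -0.42, with 20 of 23 lower, and of -0.35 after CHYL-sized particles. The tests gave -0.54, -0.51 and -0.48. Whether fewer cells divided was not tested here.

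Between the 2 particles, 6 lists differed by camera. The medians of VLDL-sized against CHYL-sized were 0.38 for ATF4 and CHOP targets (19 of 19 higher), 0.10 for NRF2 targets (20 of 22 higher), 0.0428 for PPAR targets (12 of 17 higher), 0.0248 for lysosome (50 of 68 higher), -0.17 for interferon-stimulated genes (18 of 19 lower) and -0.11 for cell cycle (21 of 23 lower). In this model, without a replicate block, none of the 6 passed with fry or with an estimated correlation; with the block fry passed for PPAR targets (adjusted p = 0.0071), ATF4 and CHOP targets (adjusted p = 0.02), NRF2 targets (adjusted p = 0.02) and cell cycle (adjusted p = 0.0071). For the ATF4 and CHOP targets the tests gave 0.39, 0.37 and 0.44. The list lay 0.21 above the line that relates the 2 effects over the called genes (slope 1.17), with 17 of 19 genes above it. The standard error of the difference of the list between the groups was 0.20, which includes the shift that the replicate 3 libraries share. In tests chosen after seeing the data, the libraries were paired by number, and the distance of each of the 10 lists was taken from this line and from a line fitted in each replicate. For the ATF4 and CHOP targets the mean distance was 0.20 (standard error 0.0612, adjusted p = 0.16) and 0.19 (standard error 0.0522, adjusted p = 0.13), for the NRF2 targets -0.18 (standard error 0.0119, adjusted p = 0.042) and -0.20 (standard error 0.0347, adjusted p = 0.094), and for cholesterol biosynthesis 0.16 (standard error 0.0313, adjusted p = 0.095) and 0.16 (standard error 0.00810, adjusted p = 0.025) (t test over 3 replicates, adjusted over the lists). In all 3 replicates the NRF2 targets lay below both lines and the other 2 lists above them, which a larger effect on all genes alike does not predict. Before these distances were seen, but after an earlier version of them without the intercept, an adjusted p under 0.05 from both lines was required to exclude it. None of the 10 lists reached that. For the NRF2 targets the unadjusted p was 0.0042 and 0.028, and for cholesterol biosynthesis 0.038 and 0.0025 (t test over 3 replicates). A number is not known to mark a shared experiment, so the p-values of these distances hold only for this pairing. The NRF2 targets had 0 of 22 genes above the line over the called genes, and cholesterol biosynthesis 18 of 20. For these 2 lists the values argue against a larger effect of VLDL-sized particles on all genes alike. By the limit set they do not exclude it. With 3 replicates, the distance of the ATF4 and CHOP targets by itself does not decide it (same t test, unadjusted p = 0.081 and 0.067). For the other 5 lists, library size only and the removal of replicate 3 gave medians of 0.0826 and 0.0914 for NRF2 targets; 0.0295 and 0.0413 for PPAR targets; 0.0115 and 0.0298 for lysosome; -0.18 and -0.16 for interferon-stimulated genes; -0.13 and -0.14 for cell cycle, all still past camera's threshold; transcript length, GC content and expression level were not tested for these lists.

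With 3 libraries against 3 there are 10 splits, so the share with a result as large is never under 0.1, and this count cannot decide about chance by itself. In the fits of 6 libraries the real split gave 4202 genes with an adjusted p under 0.05 for VLDL-sized against control. The others gave 0 to 2. For CHYL-sized against control the real split gave 3107, where the others gave 0 to 1. Each other split mixed the 2 groups, so a treatment effect adds to its spread and lowers its count. These low counts are therefore not a rate of false calls. For VLDL-sized against control, 1 of the 10 splits, the real one, gave as many genes with an adjusted p under 0.05 and as many past the limits of the legend. The real split also stood alone for the median of 8 of the 10 lists, while 2 splits gave as large a median for the ATF6 and XBP1 chaperones and 3 for lysosome. For CHYL-sized against control it stood alone for both counts and 8 lists, with 2 splits for the ATF4 and CHOP targets and 3 for lysosome. Between the particles all 10 splits gave at least as many genes as the real one, but it had 0 (813 at an unadjusted p under 0.05 in the model of all libraries), a count that any split reaches, so this says nothing about chance. As large a median came from 6 for cholesterol biosynthesis, 2 for fatty acid synthesis, 9 for LXR targets, 2 for PPAR targets, 2 for ATF4 and CHOP targets, 5 for ATF6 and XBP1 chaperones, 3 for NRF2 targets, 3 for interferon-stimulated genes, 4 for lysosome and 1 for cell cycle.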

How the results depend on the processing

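Against control, the counts of genes with an adjusted p under 0.05 were 4500 for VLDL-sized and 3249 for CHYL-sized particles; the fits that each left out one library gave 3488 to 4316 and 2337 to 3118. Under the alternatives run, every list median against control kept its direction except that of lysosome. Where no cause is given below, the cause was not tested.

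With the replicate number as a block, 6058 genes passed for VLDL-sized, 4949 for CHYL-sized and 147 for VLDL-sized against CHYL-sized particles, where 0 passed without it (813 at an unadjusted p under 0.05); no list changed its call with camera, nor with fry against control, while between the particles fry passed for PPAR targets (adjusted p = 0.0071 in place of 0.13), ATF4 and CHOP targets (adjusted p = 0.02 in place of 0.32), NRF2 targets (adjusted p = 0.02 in place of 0.37) and cell cycle (adjusted p = 0.0071 in place of 0.088). Same-numbered CHYL-sized libraries deviated with those of control by correlations of 0.12, 0.07 and 0.34 and with the VLDL-sized ones by 0.03, 0.12 and 0.36. Libraries with different numbers gave 0.16 (control 1 with CHYL-sized 2) and 0.11 (control 2 with CHYL-sized 1). Between the particles they gave 0.18 (VLDL-sized 1 with CHYL-sized 2) and 0.17 (VLDL-sized 2 with CHYL-sized 1). For replicates 1 and 2, libraries of the 2 particles were thus not closer by number. A batch term for replicate 3 and replicates 1 and 2 alone were both chosen after seeing the data: the first gave 6212, 5147 and 239 genes, the second 5386, 4150 and 232, with medians between the particles of -0.0808 for cholesterol biosynthesis, now past the threshold, and 0.0238 for LXR targets, reversed; for the 4 lists that passed fry with the block, fry gave an adjusted p of 0.0026, 0.0074, 0.0098 and 0.0074 with the batch term and of 0.018, 0.015, 0.015 and 0.044 with replicates 1 and 2, in the same order. Between the particles fry also passed for PPAR targets and cell cycle with library size only (adjusted p = 0.026 and 0.0088) and with more than 10 counts in all 9 libraries (adjusted p = 0.045 for both). DESeq2 called 24 genes between the particles, and the fits without one library 0 or 1.

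With library size only, the lysosome median was -0.0204 for VLDL-sized and -0.0280 for CHYL-sized particles in place of 0.0729 and 0.0520. The lysosome list lost its camera call for CHYL-sized particles (adjusted p = 0.076) and kept it for VLDL-sized particles (adjusted p = 0.032). Its fry call was lost for both (adjusted p = 0.28 for VLDL-sized and 0.49 for CHYL-sized). The ATF6 and XBP1 chaperones, at 0.0100 and 0.0237, no longer passed. This setting moved the median of all genes by -0.0935 and -0.0788. With edgeR's quasi-likelihood test the chaperones, at 0.104 for CHYL-sized particles, did not pass. Without the filter, which lets in more genes, 593 genes in place of 367 passed the limits of the legend for CHYL-sized particles.

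With an estimated inter-gene correlation, LXR targets (-0.37 for VLDL-sized, -0.38 for CHYL-sized), ATF4 and CHOP targets (0.99 for VLDL-sized, 0.70 for CHYL-sized), ATF6 and XBP1 chaperones (0.10 for VLDL-sized, 0.10 for CHYL-sized), interferon-stimulated genes (-0.70 for VLDL-sized, -0.50 for CHYL-sized) and lysosome (0.0729 for VLDL-sized, 0.0520 for CHYL-sized) no longer passed against control. Between the particles, PPAR targets (0.0428), ATF4 and CHOP targets (0.38), NRF2 targets (0.10), interferon-stimulated genes (-0.17), lysosome (0.0248) and cell cycle (-0.11) passed with camera's preset, but in the same model, without the block, not with fry or an estimated correlation.

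Leaving out one library at a time moved the medians between the particles: cholesterol biosynthesis from -0.11 to 0.0141; fatty acid synthesis from -0.0627 to 0.0109; LXR targets from -0.11 to 0.0237; PPAR targets from 0.0280 to 0.0556; ATF4 and CHOP targets from 0.27 to 0.56; ATF6 and XBP1 chaperones from -0.00370 to 0.0577; NRF2 targets from 0.0400 to 0.13; interferon-stimulated genes from -0.23 to -0.10; lysosome from 0.00387 to 0.0577; cell cycle from -0.14 to -0.10. Calls or directions changed, or medians moved by over 1.5 times, as follows. Cholesterol biosynthesis (-0.0535): -0.0817 without CHYL-sized replicate 1, call gained; -0.0752 without CHYL-sized replicate 2, call gained; 0.0141 without CHYL-sized replicate 3, reversed; -0.0100 without VLDL-sized replicate 1; 0.00571 without VLDL-sized replicate 2, reversed; -0.110 without VLDL-sized replicate 3, call gained. Fatty acid synthesis (-0.0415): 0.0109 without VLDL-sized replicate 1, reversed; -0.0627 without VLDL-sized replicate 3, call gained. LXR targets (-0.0293): 8.7e-04 without CHYL-sized replicate 1, reversed; -0.00318 without CHYL-sized replicate 2; -0.103 without CHYL-sized replicate 3; -0.0808 without VLDL-sized replicate 1; -0.106 without VLDL-sized replicate 2; 0.0237 without VLDL-sized replicate 3, reversed. PPAR targets (0.0428): 0.0280 without CHYL-sized replicate 1, call lost; 0.0329 without VLDL-sized replicate 3, call lost. ATF6 and XBP1 chaperones (0.0295): 0.0573 without CHYL-sized replicate 1, call gained; -0.00370 without CHYL-sized replicate 3, reversed; 0.0189 without VLDL-sized replicate 1; 0.00981 without VLDL-sized replicate 2; 0.0577 without VLDL-sized replicate 3, call gained. NRF2 targets (0.10): 0.0581 without CHYL-sized replicate 1; 0.0400 without VLDL-sized replicate 3. Interferon-stimulated genes (-0.17): -0.105 without VLDL-sized replicate 1, call lost. Lysosome (0.0248): 0.0402 without CHYL-sized replicate 1; 0.0481 without CHYL-sized replicate 2; 0.00387 without CHYL-sized replicate 3, call lost; 0.00769 without VLDL-sized replicate 1, call lost; 0.0250 without VLDL-sized replicate 2, call lost; 0.0577 without VLDL-sized replicate 3. Against control, the lysosome median was 0.12 without VLDL-sized replicate 3, and for CHYL-sized particles 0.0316, 0.0336 and 0.0876 without control replicate 3, CHYL-sized replicate 2 and CHYL-sized replicate 3; PPAR targets for CHYL-sized particles had 0.11 without CHYL-sized replicate 3.

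The correlation of the 2 effects, 0.89, was 0.67 without the filter, 0.95 with more than 10 counts in all 9 libraries, 0.90 with the replicate block, and, chosen after seeing the data, 0.90 with the batch term and 0.85 with replicates 1 and 2 only. It ranged from 0.889 to 0.899 when a control library was left out. With the particles set against different single control libraries it was 0.71, 0.66, 0.74, 0.65, 0.64 and 0.61, where the shared control no longer adds to it and each effect rests on 1 control library.

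*Cav2*, at a log2 fold change of -0.00172, was 0.00181 with edgeR's quasi-likelihood test and 0.00314 with DESeq2, and ranged from -0.0635 to 0.0811 when one library was left out. *Rplp0* was -0.00196 with library size only. Of 78 gene results, 64 kept direction and call under all alternatives set beforehand; over all gene results, 36 values were weaker, 7 stronger and 6 reversed. The stricter filter gave no value for the genes it removes.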

Differences from the paper's values

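The paper's SLRs were matched to the colour scales of its heatmaps. Over 82 values, 82 had the direction shown, the median absolute difference was 0.0641 and the largest 0.471. The differences of 12 values exceeded the larger of the replicate SD and 0.1; an alternative closes a gap when its own difference does not, which can also come from a larger spread.

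*Lss*: the paper's value is about -1.8 in Fig 1G, and the value here -1.453; the gap closed without VLDL-sized replicate 3 (-1.650), and with no other alternative set before the data were examined; it also closed with replicates 1 and 2 only (-1.718), chosen after seeing the values. *Hsd17b7*: the paper's value is about -1.4 in Fig 1G, and the value here -1.298; the gap closed with library size only (-1.391), with only the 2 groups compared (-1.303), with upper-quartile normalization (-1.305), without VLDL-sized replicate 2 (-1.301), without VLDL-sized replicate 3 (-1.359), without control replicate 1 (-1.305) and without control replicate 3 (-1.335), and with no other alternative set before the data were examined; it also closed with replicates 1 and 2 only (-1.395), chosen after seeing the values. *Dhcr7*: the paper's value is about -1.3 in Fig 1G, and the value here -1.139; the gap closed with library size only (-1.231), without VLDL-sized replicate 3 (-1.268) and without control replicate 3 (-1.188), and with no other alternative set before the data were examined; it also closed with replicates 1 and 2 only (-1.317), chosen after seeing the values. *Dnajb2*: the paper's value is about 1.1 in Fig 1H, and the value here 0.966; the gap closed with DESeq2 (0.957), with limma-trend (0.963), without the filter on low counts (0.966), with only the 2 groups compared (0.962), without VLDL-sized replicate 2 (0.982), without VLDL-sized replicate 3 (0.993), without control replicate 1 (1.054) and without control replicate 2 (1.016), and with no other alternative set before the data were examined. *Aqp11*: the paper's value is about -1.3 in Fig 1H, and the value here -0.864; the gap closed with DESeq2 (-0.901), with library size only (-0.958) and without VLDL-sized replicate 2 (-0.941), and with no other alternative set before the data were examined; it also closed with replicates 1 and 2 only (-0.861), chosen after seeing the values. *Hyal1*: the paper's value is about 1.1 in Fig 1I and Fig 6A, and the value here 1.292; the gap closed with library size only (1.1995) and without VLDL-sized replicate 1 (1.231), and with no other alternative set before the data were examined.

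*Fn1*: the paper's value is about 1.6 in Fig 1I, and the value here 1.396; the gap closed without VLDL-sized replicate 2 (1.451), without control replicate 1 (1.403) and without control replicate 3 (1.474), and with no other alternative set before the data were examined. *Tlr8*: the paper's value is about -1.1 in Fig 1I, and the value here -1.340; the gap closed without VLDL-sized replicate 3 (-1.161), without control replicate 1 (-1.323) and without control replicate 2 (-1.288), and with no other alternative set before the data were examined. *Gata3*: the paper's value is about 1.4 in Fig 1I, and the value here 1.871; none of the alternatives set before the data were examined closed the gap. *Tnfrsf11a*: the paper's value is about -1.0 in Fig 1I, and the value here -1.106; the gap closed with DESeq2 (-1.099), with edgeR's quasi-likelihood test (-1.10004), with limma-trend (-1.104), without the filter on low counts (-1.106), with only the 2 groups compared (-1.111), without VLDL-sized replicate 1 (-1.027), without VLDL-sized replicate 3 (-1.081), without control replicate 1 (-1.067) and without control replicate 2 (-1.101), and with no other alternative set before the data were examined. *Treml4*: the paper's value is about 3.8 in Fig 6A, and the value here 4.007; the gap closed with library size only (3.914), without the filter on low counts (4.007), without VLDL-sized replicate 1 (3.966), without VLDL-sized replicate 3 (4.003), without control replicate 2 (3.919) and without control replicate 3 (4.013), and with no other alternative set before the data were examined; it also closed with replicates 1 and 2 only (4.008), chosen after seeing the values.

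The legends of the heatmaps limit them to genes with a p under 0.01 and an absolute SLR over 1; here 16 of the genes shown were outside these limits. *Gfap*, *Hdac7*, *Il4i1* and *Mecom* did not pass the filter; without it their log2 fold changes were -0.67, 0.32, -0.77 and -0.26, outside the limits. *Aqp11* (-0.86), *Cd6* (-0.88), *Notch1* (-1.27) and *Slc7a14* (0.71) were outside them in every setting run. *Atf4* (0.994) passed without VLDL-sized replicate 2 (1.075) and without control replicate 3 (1.247), and, chosen after seeing the data, with replicates 1 and 2 only (1.163). *Cxcl2* (1.445) passed with the replicate block (1.197) and without control replicate 3 (2.174), and, chosen after seeing the data, with a batch term for replicate 3 (1.205) and with replicates 1 and 2 only (1.799). *Dnajb2* (0.966) passed without control replicate 1 (1.054) and without control replicate 2 (1.016). *Epha2* (-1.655) passed with DESeq2 (-1.907), with edgeR's quasi-likelihood test (-1.897), with limma-trend (-1.529), with the replicate block (-1.867) and without control replicate 3 (-2.229), and, chosen after seeing the data, with a batch term for replicate 3 (-1.843) and with replicates 1 and 2 only (-2.350). *Fth1* (0.976) passed without control replicate 3 (1.049), and, chosen after seeing the data, with replicates 1 and 2 only (1.004). *Nupr1* (0.992) passed without VLDL-sized replicate 2 (1.040) and without control replicate 3 (1.080), and, chosen after seeing the data, with replicates 1 and 2 only (1.032). *Ppard* (0.975) passed without VLDL-sized replicate 2 (1.1002) and without control replicate 1 (1.0001). *Rnf19b* (0.926) passed without VLDL-sized replicate 2 (1.029) and without control replicate 3 (1.196), and, chosen after seeing the data, with replicates 1 and 2 only (1.022).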

Other observations

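The tests of library size and of a batch were chosen after the pattern of replicate 3 was seen. The libraries of replicate 3 stood apart from those of replicates 1 and 2 in every group: with a term for replicate 3, 3559 genes had an adjusted p under 0.05, 1807 higher and 1752 lower, 64 of them by over 1 on the log2 scale. The mean total of replicate 3 exceeded that of the others by 0.821%, and transcript length, GC content and expression level explained 2.59% of the variance of the shared deviation, which argues against both. A separate experiment or library batch cannot be told apart from other causes: the methods describe biological triplicates, pooled within an experiment, but neither they nor the labels say which experiment or library batch a replicate number belongs to. In replicate 3 the ATF4 and CHOP targets were higher by a median of 0.37, the NRF2 targets by 0.16 and *Cxcl2* by 1.23 on the log2 scale. No biological explanation was tested.

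*Ddit3* had a log2 fold change between VLDL-sized and CHYL-sized particles of 0.92 (adjusted p = 0.50, limma-voom). With the replicate block the value was 0.90 (adjusted p = 0.0082); over the alternatives the adjusted p ranged from 6.0e-04 to 0.999.

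The raw data of Fig 1D give the paper's qPCR folds after VLDL-sized particles, with an SD and n = 3, and name neither the cells nor the dose: *Hilpda* 2.3, *Plin2* 3.92, *Cxcl2* 3.89, *Ddit3* 9.59, *Gdf15* 11.19 and *Ptgs2* 3.25. The RNAseq folds here were *Hilpda* 2.98, *Plin2* 3.52, *Cxcl2* 2.72, *Ddit3* 3.60, *Gdf15* 5.96 and *Ptgs2* 2.33. *Cxcl2* did not pass in the model without a replicate block (adjusted p = 0.068, limma-voom) and passed with the block (1.20, adjusted p = 0.0023); the other 5 genes passed without it. *Rplp0*, the gene of the qPCR reference 36B4, had a log2 fold change of 0.09 (standard error 0.07, adjusted p = 0.31) after VLDL-sized particles, and *Actb* of -0.50 (standard error 0.06, adjusted p = 9.3e-05); both were chosen after their values were seen.

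*Cav1* was listed at 0 counts in all 9 libraries. *Cav2* had 77.7 ± 3.75 cpm in control and 77.9 ± 7.90 cpm after VLDL-sized particles (SD, n = 3). The paper silenced the caveolin genes in human macrophages, which were not analysed here. It also reports that genistein, used to block caveola-mediated endocytosis, lowered lipid accumulation in RAW264.7 cells. *Pdk4*, *Cd63* and *Il6* were listed with at most 1, 3 and 4 counts in any library. Whether reads of these genes were assigned to another entry was not tested, so low listed counts do not show absent expression. *Cd36*, at a mean of at most 0.466 cpm in any group, had a log2 fold change of 1.23 (standard error 0.68, adjusted p = 0.19) after VLDL-sized and of 2.03 (standard error 0.64, adjusted p = 0.041) after CHYL-sized particles; after VLDL-sized particles it passed without VLDL-sized replicate 2 (1.87, adjusted p = 0.034), and over the alternatives set beforehand the adjusted p ranged from 0.034 to 0.46. For *Stard3* the value after VLDL-sized particles was -0.14 (standard error 0.07, adjusted p = 0.14), and it passed with library size only (-0.23, adjusted p = 0.032), with the replicate block (-0.14, adjusted p = 0.046) and, chosen after seeing the data, with the batch term (-0.14, adjusted p = 0.036); over the alternatives set beforehand the adjusted p ranged from 0.032 to 0.37. *Lpl* had 0.22 (standard error 0.05, adjusted p = 0.0049), a call lost with library size only (0.13, adjusted p = 0.06).

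The PPAR targets had a median log2 fold change of 0.24 after VLDL-sized particles, with 11 of 17 genes higher, and of 0.16 after CHYL-sized particles, with 12 higher. With library size only these medians fell to 0.15 and 0.084. With more than 10 counts in all 9 libraries they were 0.16 and 0.092, over 16 genes. After CHYL-sized particles the ATF4 and CHOP targets had a median of 0.70 and the ATF6 and XBP1 chaperones of 0.10.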
